# Filamin C is Essential for mammalian myocardial integrity

**DOI:** 10.1371/journal.pgen.1010630

**Published:** 2023-01-27

**Authors:** Tongbin Wu, Yujun Xu, Lunfeng Zhang, Zhengyu Liang, Xiaohai Zhou, Sylvia M. Evans, Ju Chen

## Abstract

*FLNC*, encoding filamin C, is one of the most mutated genes in dilated and hypertrophic cardiomyopathy. However, the precise role of filamin C in mammalian heart remains unclear. In this study, we demonstrated *Flnc* global (*Flnc*^*gKO*^) and cardiomyocyte-specific knockout (*Flnc*^*cKO*^) mice died in utero from severely ruptured ventricular myocardium, indicating filamin C is required to maintain the structural integrity of myocardium in the mammalian heart. Contrary to the common belief that filamin C acts as an integrin inactivator, we observed attenuated activation of β1 integrin specifically in the myocardium of *Flnc*^*gKO*^ mice. Although deleting β1 integrin from cardiomyocytes did not recapitulate the heart rupture phenotype in *Flnc* knockout mice, deleting both β1 integrin and filamin C from cardiomyocytes resulted in much more severe heart ruptures than deleting filamin C alone. Our results demonstrated that filamin C works in concert with β1 integrin to maintain the structural integrity of myocardium during mammalian heart development.

## Author summary

The precise role of filamin C in mammalian heart development had not been determined, in part due to the lack of cardiac phenotypes in previously described *Flnc* knockout mice, which still had truncated filamin C expressed in the heart. In this study, we analyzed a true *Flnc* knockout mouse line, in which filamin C protein was completely ablated. *Flnc* knockout mice developed massive ruptures in their myocardium but not in the endocardium, suggesting filamin C is essential for the structural integrity of myocardium. On the other hand, we did not find overt abnormalities of sarcomeric structure in cardiomyocytes of *Flnc* knockout mice, indicating that filamin C is likely not required for sarcomeric assembly as previously observed in *FLNC* null iPSC-CMs. Moreover, contrary to the dogma that filamins are integrin inactivators, we found that filamin C plays an unexpected role in integrin activation and works in concert with β1 integrin to ensure the structural integrity of the myocardium.

## Introduction

Cardiomyopathy is one of the leading causes of morbidity and mortality around the world [1]. Genetic causes, including detrimental deletions, insertions, nonsense or missense mutations identified in nearly 100 genes, account for diverse forms of hypertrophic, dilated, restrictive, and arrhythmogenic cardiomyopathy [2, 3]. One of the most mutated genes is *FLNC* (encoding filamin C), which has 77 variants identified among dilated cardiomyopathy (DCM) and 57 variants in hypertrophic cardiomyopathy (HCM) patients, many of which are pathogenic [4].

Filamins (FLNA, FLNB, FLNC) are large actin-binding and -crosslinking dimeric proteins, with each subunit ranging from 240 to 280 kDa [5]. Filamin C (FLNC) is predominantly expressed in striated muscle tissues [6], and is localized to the Z-disc [7], intercalated disc (ICD) [8], and costamere [6]. Filamin C contains an N-terminal actin-binding domain (ABD) and 24 C-terminal immunoglobulin (Ig)-like domains [5], which are responsible for protein dimerization and interacting with myotilin and FATZ-1 at Z-discs [9, 10]. C-terminal Ig-like domains also interact with β1 integrin [11] and sarcoglycans [6] at the costamere, a structural and functional component that bridges and strengthens the connection of the Z-discs to the sarcolemma [12]. Thus, filamin C is proposed to serve as a link between myofibrils and sarcolemma [7, 13, 14]. *In vitro* studies have demonstrated filamins inactivate integrin by competing with talin for binding to the cytoplasmic domain of the integrin β subunit [15]. However, the functional consequences of loss of filamins, especially filamin C, on integrin activation and its potential role in filamin C-related cardiomyopathy has not been explored *in vivo*.

Several studies sought to elucidate the function of filamin C in heart. A nonsense mutation identified in the teleost fish medaka causes myocardial rupture in heart ventricles, suggesting that filamin C is involved in maintenance of structural integrity of cardiac muscle [16]. Ablating filamin C in human induced pluripotent stem cell–derived cardiomyocytes (hiPSC-CMs) led to sarcomere disarray [17]. Surprisingly, mice with homozygous deletion of the last 8 exons of *Flnc* did not show overt cardiac phenotypes [18]. However, these *Flnc* knockout mice still expressed a truncated form of filamin C protein in the heart [18]. Thus, a *bona fide Flnc* knockout mouse model is required to study the precise role of filamin C in mammalian heart.

To this end, we generated a floxed *Flnc* mouse line [19] and analyzed *Flnc* global knockout (*Flnc*^*gKO*^) and *Flnc* cardiomyocyte-specific knockout (*Flnc*^*cKO*^) mice. Both *Flnc*^*gKO*^ and *Flnc*^*cKO*^ mice died before embryonic day (E) 11.5 from severely ruptured ventricular myocardium, indicating filamin C is required to maintain the structural integrity of myocardium in mammalian heart. By immunofluorescence analyses, we found downregulation of key extracellular matrix (ECM) proteins which might partially explain the heart rupture phenotype. Surprisingly, we did not observe obvious sarcomere disarray in cardiomyocytes of *Flnc*^*gKO*^ mice, suggesting that filamin C is not required for sarcomere assembly *in vivo*. Interestingly, we observed attenuated activation of β1 integrin specifically in myocardium of *Flnc*^*gKO*^ mice. However, deleting β1 integrin from cardiomyocytes did not recapitulate the heart rupture phenotype in *Flnc* knockout mice, whereas deleting both β1 integrin and filamin C from cardiomyocytes resulted in larger heart ruptures. Our results demonstrated that filamin C works in concert with β1 integrin to maintain the structural integrity of myocardium during mammalian heart development.

## Results

### Filamin C is essential for mammalian heart development

By *in situ* hybridization, we demonstrated that *Flnc* was specifically expressed in heart and somites from embryonic day (E) 9.5 to 11.5 (S1A Fig). The expression pattern of *Flnc* is consistent with the observation that heart and skeletal muscle are most affected in patients with mutations in *FLNC* [4, 20]. However, previously described *Flnc* knockout mice only had defects in skeletal muscles but not in heart, probably owing to the hypomorphic nature of the mutant *Flnc* allele in that study [18]. Thus, a *bona fide Flnc* knockout mouse model is required to fully understand roles of filamin C in heart. To this end, we generated global *Flnc* knockout mice (*Flnc*^*-/-*^ or *Flnc*^*gKO*^) by crossing *Flnc*^*fl/fl*^ [19] mice with *Sox2*^*Cre*^ mice [21] (Fig 1A). Western blot and immunofluorescence analyses confirmed that filamin C protein was completely absent in *Flnc*^*gKO*^ mice (Figs 1B and S1B).

**Fig 1:**
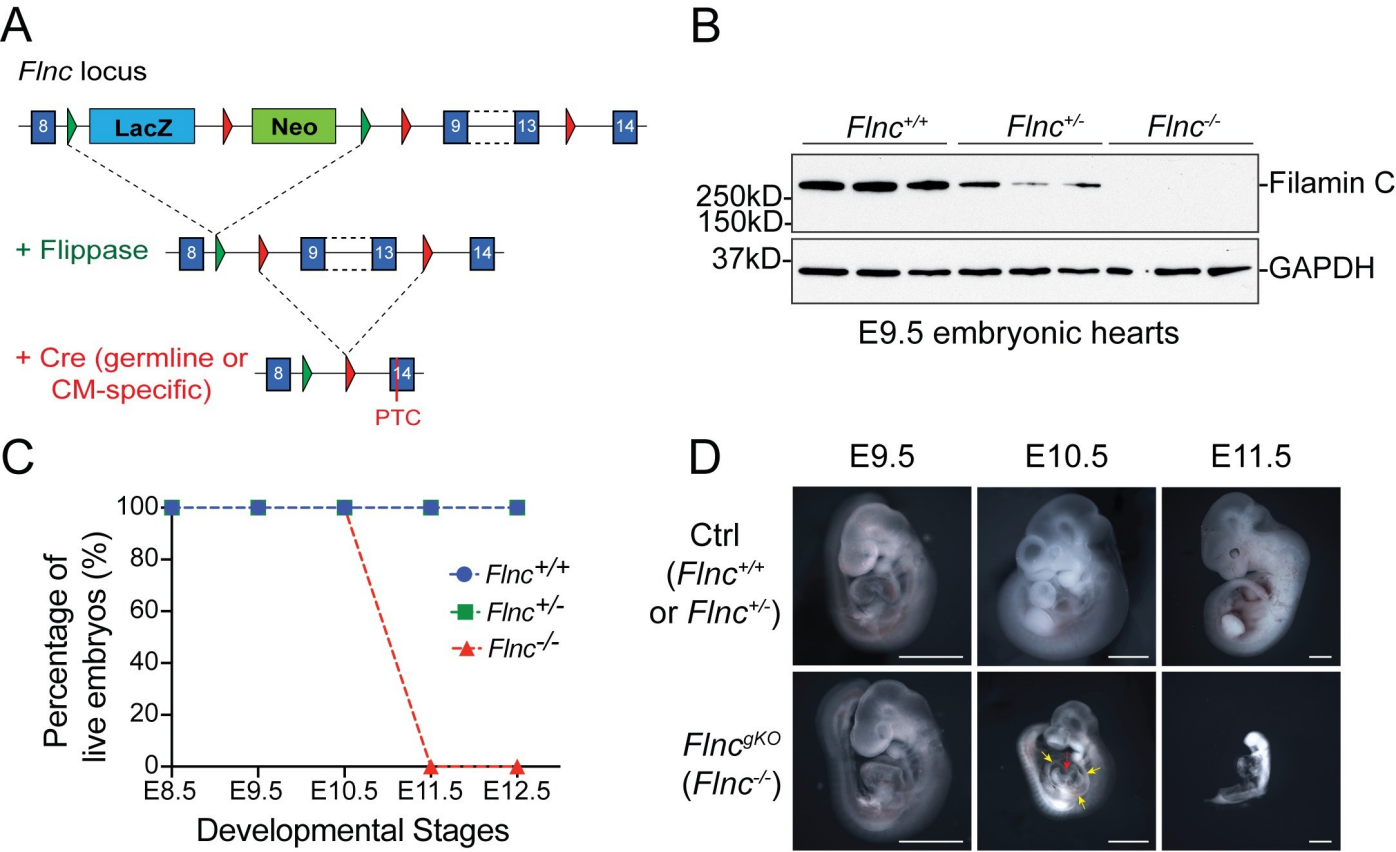
Filamin C is essential for mammalian heart development. (**A**) Targeting strategy for generating *Flnc* knockout mice. Global *Flnc* knockout mice were generated by crossing *Flnc* floxed mice (*Flnc*^*fl/fl*^) with *Sox2*^*Cre*^ mice, while cardiomyocyte-specific *Flnc* knockout mice were generated by crossing *Flnc*^*fl/fl*^ mice with *Xmlc2*^*Cre*^ mice or *cTnT*^*Cre*^ mice. After the deletion of exon 9–13 of the *Flnc* gene by Cre recombinase, a premature termination codon (PTC) will be introduced to exon 14 and trigger non-sense mediated mRNA decay (NMD) of *Flnc* mRNA. (**B**) Western blot confirms the complete depletion of filamin C protein in *Flnc* global knockout mice (*Flnc*^*-/-*^ or *Flnc*^*gKO*^). GAPDH is used as a loading control. (**C**) Percentage of live wild-type (*Flnc*^*+/+*^), heterozygous (*Flnc*^*+/-*^) and knockout (*Flnc*^*-/-*^) embryos from E8.5 to E12.5. Exact number of each genotype and each developmental stage: E8.5, 4:9:4 (*Flnc*^*+/+*^: *Flnc*^*+/-*^: *Flnc*^*-/-*^); E9.5, 16:32:15; E10.5, 13:25:11; E11.5, 4:7:4*; E12.5, 4:6:0. *: dead/under resorption. (**D**) Wholemount images of control and *Flnc* global knockout (*Flnc*^*gKO*^) embryos at E9.5, E10.5 and E11.5. Yellow arrows indicate pericardial effusion; Red arrow indicates heart rupture; Scale bar, 1 mm.

In stark contrast to *Flnc* hypomorphic mice [18], *Flnc*^*gKO*^ mice developed pericardial effusion, a hallmark of insufficient cardiac function [22], at E10.5, and died before E11.5 (Fig 1C–1D). To determine whether the embryonic lethality of *Flnc*^*gKO*^ mice was due to loss of cell-autonomous function of filamin C in cardiomyocytes, we generated cardiomyocyte-specific *Flnc* knockout mice by crossing *Flnc*^*fl/fl*^ mice with *Xmlc2*^*Cre*^ mice [23] or *cTnT*^*Cre*^ mice [24]. Both cardiomyocyte-specific *Flnc* knockout mouse lines exhibited identical phenotypes to those of *Flnc*^*gKO*^ mice, and died before E11.5 (S1C–S1D Fig), indicating filamin C is essential in developing cardiomyocytes.

### Filamin C maintains the integrity of the myocardial wall

Upon close examination of E10.5 *Flnc*^*gKO*^ mouse hearts, we observed ruptures in the ventricular wall (Fig 1D). To determine the exact location of the ruptures, we intercrossed *Flnc*^*+/-*^ mice with *Rosa26*^*tdTomato*^/*Xmlc2*^*Cre*^ to label cardiomyocytes with tdTomato fluorescence [25, 26]. Results showed that *Flnc*^*gKO*^ mice had multiple ruptures in myocardium but not in endocardium (Fig 2A). Interestingly, the location of rupture sites varied between individual *Flnc*^*gKO*^ mice (Fig 2A).

**Fig 2:**
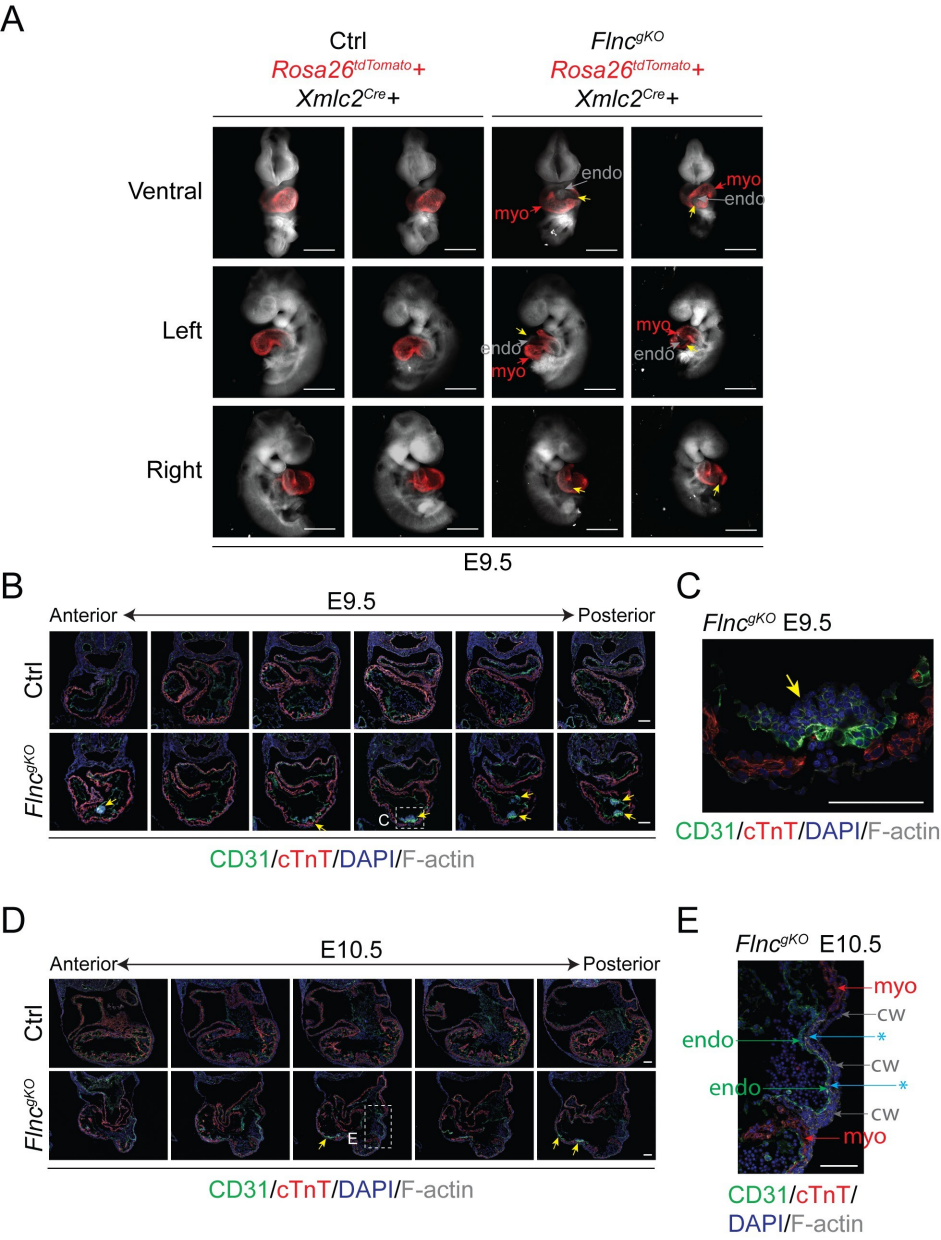
Filamin C maintains the integrity of myocardial wall. (**A**) Wholemount brightfield/fluorescence merged images of control and *Flnc*^*gKO*^ embryos with red fluorescence myocardium indicator at E9.5. Yellow arrows indicate heart ruptures. Endo, endocardium; Myo, myocardium. Scale bar, 0.5 mm. (**B** and **C**) Representative immunofluorescence (IF) images of control and *Flnc*^*gKO*^ hearts at E9.5. Antibodies used for IF are indicated. Yellow arrows indicate CD31-positive thrombi. Scale bar, 0.1 mm. (**D** and **E**) Representative immunofluorescence (IF) images of control and *Flnc*^*gKO*^ hearts at E10.5. Antibodies used for IF are indicated. Yellow arrows indicate heart ruptures. CW, chest wall; Asterisk, chest wall overgrowth. Scale bar, 0.1 mm.

To better characterize the heart rupture phenotype, we sectioned E8.5-E10.5 *Flnc*^*gKO*^ hearts and performed immunofluorescence (IF) staining. We did not find any ruptures in the myocardial wall of E8.5 *Flnc*^*gKO*^ hearts (S2A Fig), suggesting that heart rupturing occurred after E8.5. In accordance with our observations in wholemount hearts (Fig 2A), the myocardium of E9.5 *Flnc*^*gKO*^ hearts had multiple rupture sites while the endocardium remained intact (Fig 2B). Interestingly, we found CD31-positive thrombi accumulated at the rupture sites in E9.5-E10.5 *Flnc*^*gKO*^ hearts (Fig 2B–2D), and chest wall tissues had overgrown large rupture sites at E10.5 (Fig 2D–2E).

To investigate whether the heart rupturing was caused by cardiomyocyte hypoplasia resulting from decreased cardiomyocyte proliferation and/or increased cardiomyocyte apoptosis, we measured cardiomyocyte proliferation and apoptosis rates in E8.5 to E10.5 *Flnc*^*gKO*^ hearts and littermate controls. Although cardiomyocyte proliferation was markedly reduced and cardiomyocyte apoptosis was increased in E10.5 *Flnc*^*gKO*^ hearts compared with controls, both parameters were indistinguishable between *Flnc*^*gKO*^ and controls from E8.5 to E9.5 (S2B–S2C Fig). Because the heart rupture phenotype was already evident in E9.5 *Flnc*^*gKO*^ hearts, these findings indicated that heart rupturing was not caused by cardiomyocyte hypoplasia.

As filamin C is thought to play a role in sarcomere assembly in iPSC-CMs *in vitro* [17], we examined the overall sarcomere structure in E9.5 *Flnc*^*gKO*^ cardiomyocytes by IF using antibodies against α-actinin (Z line) or myomesin (M line). However, we did not find any obvious sarcomere disarray in *Flnc*^*gKO*^ hearts (S2D Fig), indicating filamin C is dispensable for sarcomere assembly *in vivo*.

### Wound healing and blood coagulation pathways were activated in *Flnc*^*gKO*^

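RNA was sequenced from hearts of *Flnc* gKO embryos, in which *Flnc* is deleted in the whole embryo through *Sox2* Cre, and of their littermates at E9.5, a stage at which the looped heart tube is forming its chambers. There were 3 control and 3 *Flnc* gKO libraries. The Methods name embryonic hearts or isolated ventricles as the tissue and the sample labels name whole hearts, and the paper's text does not say how many hearts went into a library, so each library stands here for 1 sample of unknown make-up. Libraries were made from polyadenylated RNA with a strand-specific kit, and the authors assigned the reads to GENCODE mouse transcripts (release M22, GRCm38.p6) with salmon, which estimates how many reads each of 140658 transcripts received. The estimated counts sum to 21540394, 20809268 and 20451664 in control replicates 1, 2 and 3, and to 22724793, 23123255 and 19208859 in *Flnc* gKO replicates 1, 2 and 3. For the values given here, the estimated counts were summed over the transcripts of each gene and rounded to whole numbers. Levels are given as CPM, the gene's share of a library's counts, scaled by TMM, a factor that corrects for differences in RNA composition between libraries. Groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 16048 genes that passed edgeR's filter for low counts (a minimum of 10 counts), and log2 fold changes are *Flnc* gKO minus control. DESeq2, the authors' tool, was run on the same counts as an alternative. Mitochondrially encoded genes made up 3.31%, 3.96% and 3.08% of the counts in control replicates 1, 2 and 3, and 2.325%, 2.00% and 2.57% in *Flnc* gKO replicates 1, 2 and 3. Globin genes made up 0.310%, 0.297% and 0.905% of the counts in control replicates 1, 2 and 3, and 0.820%, 0.714% and 1.24% in *Flnc* gKO replicates 1, 2 and 3.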

To assess transcriptomic changes in *Flnc*^*gKO*^ mice, we extracted RNA from E9.5 *Flnc*^*gKO*^ and littermate control hearts and performed RNA sequencing (RNA-seq). Using false discovery rate (FDR) < 0.05, we identified 901 significantly upregulated and 315 significantly downregulated differentially expressed genes (DEGs) in *Flnc*^*gKO*^ hearts (Fig 3A–3B and S1 Table). 

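Of the 16048 genes tested, 170 were higher and 40 were lower in *Flnc* gKO hearts at an adjusted p under 0.05 from edgeR's quasi-likelihood test. The change was over 2-fold for 76 of the higher and 11 of the lower genes. The largest rise among called genes of at least 1 CPM was in *Ly6g6f*, a membrane protein of platelets, with a log2 fold change of 5.23 (standard error 0.77, adjusted p = 0.0423), followed by *Sncb* and *Kctd16* with 4.60 and 4.49. *Coro1a*, an actin-binding protein of leukocytes, rose by 3.75 (standard error 0.51, adjusted p = 0.0395). *Ptgs2*, the inducible cyclooxygenase that starts prostaglandin synthesis, rose by 3.68 (standard error 0.56, adjusted p = 0.0377), and *Dlx3*, a homeobox transcription factor of surface ectoderm, by 3.63 (standard error 0.47, adjusted p = 0.0325). *Kcne3* and *Plcxd1* rose by 3.69 and 3.55 on the log2 scale. The largest falls among called genes of at least 1 CPM were in the processed pseudogene *Gm47036*, at a log2 fold change of -2.79 (standard error 0.26, adjusted p = 0.0212), and in *Nat8f3* and *Sh2d4a*, at -2.02 and -1.77. *Osr1*, a transcription factor of the second heart field and intermediate mesoderm, had a log2 fold change of -1.48 (standard error 0.25, adjusted p = 0.0423), and the water channel gene *Aqp4* had -1.25 (standard error 0.21, adjusted p = 0.0420). In all 210 called genes the values of the 3 *Flnc* gKO libraries did not overlap those of the 3 control libraries, as in 29.7% of all genes tested, where chance gives 10%.
The number of calls rests on single libraries. Without control replicate 1 there was 1 higher and 0 lower gene, without control replicate 2 again 1 and 0, without control replicate 3 99 and 16, without *Flnc* gKO replicate 1 24 and 10, without *Flnc* gKO replicate 2 37 and 1, and without *Flnc* gKO replicate 3 993 and 285. At an unadjusted p under 0.05, 2136 genes were higher and 1419 lower with all 6 libraries, 1557 and 865 without control replicate 1, and 1591 and 827 without control replicate 2. DESeq2 called 988 higher and 361 lower genes with all 6 libraries, 545 and 114 without control replicate 1, and 555 and 119 without control replicate 2. The 4 genes *Ddx3y*, *Uty*, *Eif2s3y* and *Kdm5d* of the Y chromosome together had 117 to 140 CPM in the control libraries, 80.8 CPM in *Flnc* gKO replicate 1, and 3.88 and 4.28 CPM in *Flnc* gKO replicates 2 and 3. With their level as a covariate, edgeR called 0 genes in either direction (950 higher and 425 lower at an unadjusted p under 0.05) and DESeq2 called 248 higher and 23 lower genes. In edgeR's fit with the covariate, the 209 called genes that were tested all kept their direction and an unadjusted p under 0.05. They had been selected in the same libraries, so this does not exclude an effect of sex. Their median absolute log2 fold change was 0.87 without and 0.81 with the covariate, while the median standard error rose from 0.128 to 0.190 and the residual degrees of freedom fell from 4 to 3.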

Among the most downregulated DEGs was *Flnc*, indicating our RNA-seq faithfully reflected gene expression changes between *Flnc*^*gKO*^ and controls (Fig 3B). 

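*Flnc*, which encodes the actin crosslinker filamin C and lies on chromosome 6 of GRCm38 from 29433256 to 29461883, was lower in each *Flnc* gKO library than in each control library. Its level was 844, 623 and 746 CPM in control replicates 1, 2 and 3, and 127, 111 and 240 CPM in *Flnc* gKO replicates 1, 2 and 3. The means were 738 ± 111 CPM (SD, n = 3) in control and 159 ± 70.2 CPM (SD, n = 3) in *Flnc* gKO hearts, a log2 fold change of -2.21 (standard error 0.35) or 4.63-fold lower. An exact permutation test, two-sided, gives p = 0.1, the smallest that 3 libraries against 3 allow. The adjusted p was 0.0656 from edgeR's quasi-likelihood test and 9.9e-07 from DESeq2. By its log2 fold change, *Flnc* was 3rd of the 361 genes that DESeq2 called lower. Without *Flnc* gKO replicate 3 the log2 fold change was -2.63 and the adjusted p from edgeR 0.00113, and without any other single library the adjusted p lay between 0.118 and 0.2375.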

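Of 49 tested genes of cardiac chamber morphogenesis, 0 were higher and 1 was lower in *Flnc* gKO hearts past an adjusted p of 0.05 from edgeR's quasi-likelihood test. Adjusted over the list alone, 11 members were lower and 3 higher, and DESeq2 called 12 lower and 3 higher. The endothelin receptor gene *Ednra*, *Fgfrl1* and *Gata5*, a transcription factor of the endocardium, had log2 fold changes of -0.41, -0.47 and -0.39 (adjusted p = 0.0579, 0.0725 and 0.0739 from edgeR). As a list, the 49 genes had a median log2 fold change of -0.14, lower than other genes in limma's camera test (adjusted p = 0.00118 with a preset correlation, adjusted p = 0.388 with an estimated correlation).
Of 29 tested genes of cardiac contraction and excitation, *Cacna1d*, an L-type calcium channel of pacemaker and atrial cells, fell from 87.2 ± 0.438 CPM (SD, n = 3) to 60.1 ± 5.94 CPM (SD, n = 3), and the other 28 did not pass. Its log2 fold change was -0.54 (standard error 0.077, adjusted p = 0.0353 from edgeR). Adjusted over the list alone, 2 were lower and none was higher. The natriuretic peptide gene *Nppb*, a marker of wall stress, had a log2 fold change of 1.04 (adjusted p = 0.121 from edgeR and 0.0167 from DESeq2), and *Bves* had -0.28 (adjusted p = 0.0725 from edgeR). As a list these genes had a median log2 fold change of -0.02 (adjusted p = 0.270 from camera). Of 695 Reactome pathways, 0 were enriched among the genes that edgeR called lower (5 at an unadjusted p under 0.05, Fisher's exact test), and 5 among the genes DESeq2 called lower. Those 5 include respiratory electron transport, where 11 of 75 genes were lower and 2.32 would be by chance (adjusted p = 0.00124), and 2 wider sets that contain it. Of those 11 genes 10 are encoded in the mitochondrial genome, and only *Cycs*, cytochrome c, is nuclear.
Without control replicate 1 the adjusted p from edgeR was 0.197 for *Cacna1d*, and without control replicate 2 it was 0.191. Without *Flnc* gKO replicate 3 it was 0.0044.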

Gene ontology analysis revealed downregulated DEGs enriched in molecular pathways related to cardiac chamber morphogenesis and function (Fig 3C), which might contribute to the cardiac phenotypes observed in *Flnc*^*gKO*^ mice.

**Fig 3:**
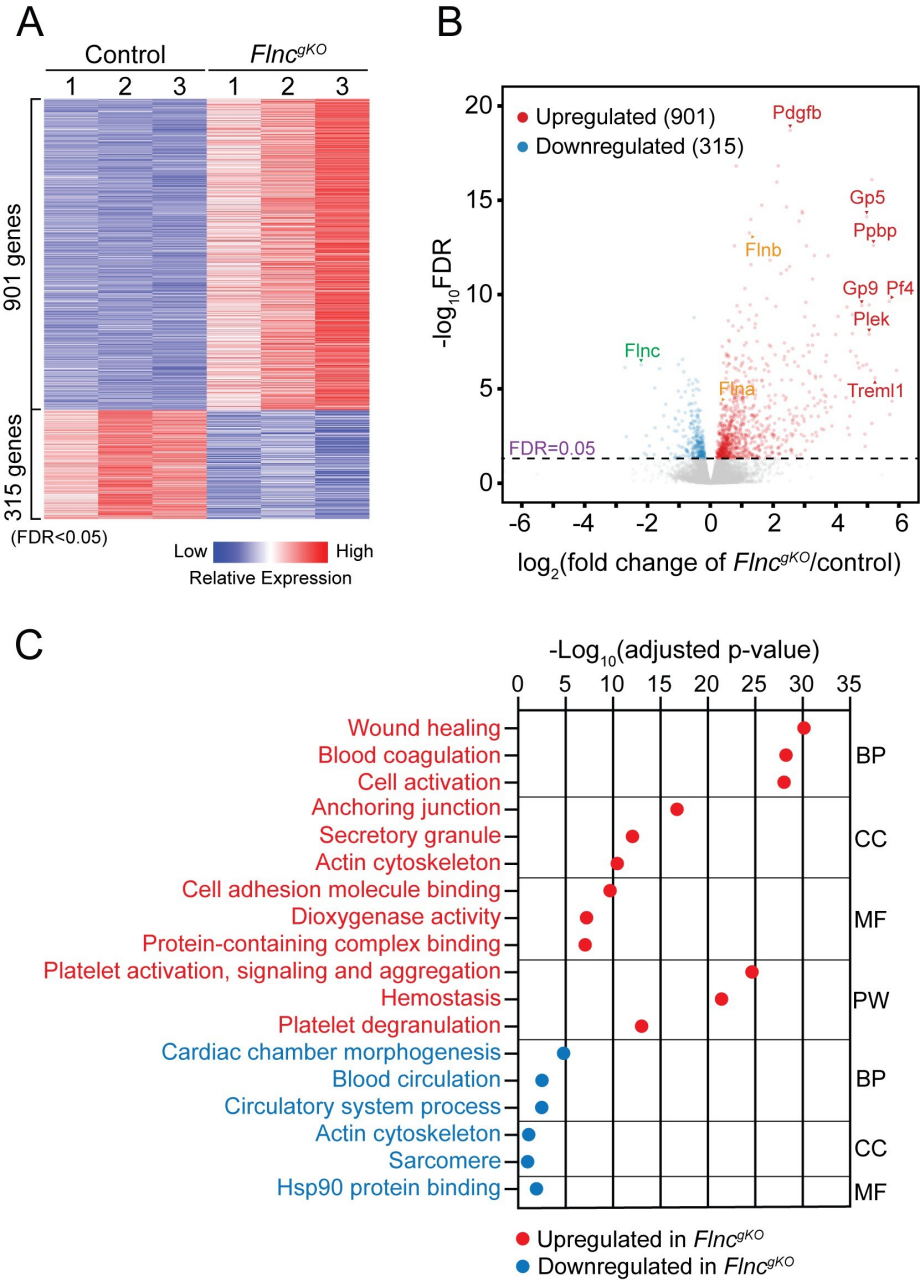
Wound healing and blood coagulation pathways were activated in *Flnc*^*gKO*^. (**A**) Heatmap showing gene expression changes in E9.5 control and *Flnc*^*gKO*^ hearts (n = 3 per group). (**B**) Volcano plot of differentially expressed genes (DEGs) [false discovery rate (FDR) < 0.05)] in E9.5 *Flnc*^*gKO*^ hearts compared with littermate controls. Notable DEGs are indicated. (**C**) Gene ontology analysis of differentially expressed genes of *Flnc*^*gKO*^ hearts compared with littermate controls at E9.5. BP, biological process; CC, cellular component; MF, molecular function; PW, KEGG pathway.

On the other hand, we found that genes involved in blood coagulation, including *Pdgfb* [27], *Ppbp* [28] and *Gp5* [29] (Fig 3B) were dramatically upregulated in *Flnc*^*gKO*^ hearts. 

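*Pdgfb*, which encodes the B chain of platelet-derived growth factor, rose from 3.84 ± 0.245 CPM (SD, n = 3) in control to 23.3 ± 7.19 CPM (SD, n = 3) in *Flnc* gKO hearts. Its log2 fold change was 2.60 (standard error 0.25, adjusted p = 0.0310 from edgeR's quasi-likelihood test). It lies on chromosome 15 of GRCm38 from 79995874 to 80014977. *Ppbp*, a chemokine of platelet granules on chromosome 5 (90768518 to 90770063), had a log2 fold change of 5.32 (standard error 0.82, adjusted p = 0.0501). *Gp5*, a subunit of the platelet receptor for von Willebrand factor on chromosome 16 (30307685 to 30310779), had 5.09 (standard error 0.845, adjusted p = 0.0647). DESeq2 gave adjusted p = 1.8e-13 for *Ppbp* and 5.3e-08 for *Gp5*. The other platelet genes marked in Fig 3B had log2 fold changes of 5.69 (*Pf4*), 5.54 (*Treml1*), 5.06 (*Plek*) and 4.94 (*Gp9*), with adjusted p between 0.0501 and 0.0838 from edgeR.
All 7 genes had higher values in each *Flnc* gKO library than in each control library, but the *Flnc* gKO libraries were far apart. *Pf4* had 82.2, 58.5 and 11.9 CPM in *Flnc* gKO replicates 1, 2 and 3, against 1.19, 0.820 and 0.918 CPM in the controls. *Ppbp* had 13.3, 10.9 and 3.02 CPM, and *Gp5* had 24.9, 13.6 and 3.96 CPM. *Pdgfb* had 27.0, 27.9 and 15.0 CPM.

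**Figure D1:**
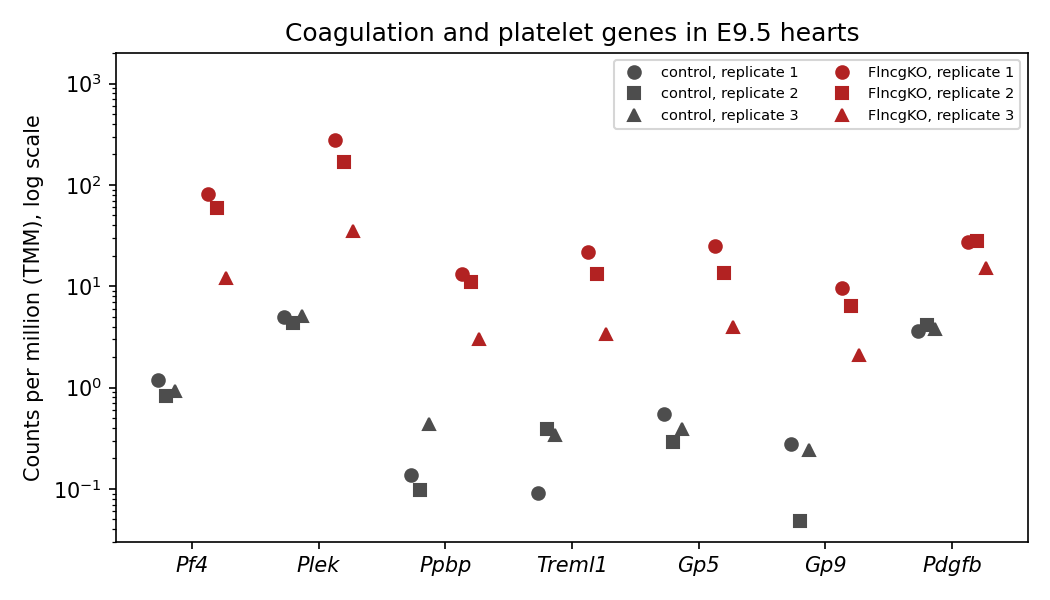
Level of *Pf4*, *Plek*, *Ppbp*, *Treml1*, *Gp5*, *Gp9* and *Pdgfb* in each library, in CPM on a log axis, with control libraries in grey, *Flnc* gKO libraries in red and the replicate number as the shape of the point. *Flnc* gKO replicate 3 lies below the other *Flnc* gKO libraries for each gene, for *Plek* at 35.3 against 276 and 168 CPM, and above the controls.

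Without *Flnc* gKO replicate 3, edgeR's adjusted p was 4.19e-05 for *Pdgfb*, 0.00144 for *Ppbp* and 0.00109 for *Gp5*. Without control replicate 1 it was 0.197, 0.2375 and 0.253, and without control replicate 2 it was 0.191, 0.214 and 0.249.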

Gene ontology analysis demonstrated upregulated DEGs mostly enriched in blood coagulation and wound healing processes (Fig 3C), in agreement with the formation of thrombi at rupture sites in *Flnc*^*gKO*^ hearts (Fig 2B–2D). In addition, we found compensatory upregulation of *Flna* and *Flnb* in *Flnc*^*gKO*^ hearts (Fig 3B).

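Genes of platelets and their precursors, megakaryocytes, had the largest shift of the gene lists written before the counts were opened. All 36 tested members had positive log2 fold changes, with a median of 3.35, and in 34 the 2 groups of libraries did not overlap. The receptor and adhesion gene *Ly6g6f* was the only member past an adjusted p of 0.05 from edgeR over all genes. Adjusted over the list alone, 34 members were higher, and DESeq2 also called 34. *Lcp2*, an adaptor of platelet and leukocyte receptors, had a log2 fold change of 5.14 (standard error 0.81, adjusted p = 0.0602 from edgeR). The list's median level above the control mean was 4.00, 3.49 and 1.65 on the log2 scale in *Flnc* gKO replicates 1, 2 and 3.
Of 22 coagulation and fibrinolysis factors, 0 passed edgeR's test over all genes (9 higher adjusted over the list alone, 8 higher with DESeq2). The clotting factor gene *F5* had a log2 fold change of 3.99 (adjusted p = 0.0755 from edgeR) and *Pros1*, a cofactor of the anticoagulant protein C, had 1.03 (adjusted p = 0.0534). Of 38 wound healing genes, 4 rose, none fell past the threshold and 34 did not pass (19 higher and 3 lower adjusted over the list alone). The risen genes were *Edn1*, the vasoconstrictor endothelin 1, at a log2 fold change of 2.43 (standard error 0.17, adjusted p = 0.0128), the cyclooxygenase *Ptgs2*, *Pdgfb*, and the matrix protein gene *Ccn1* at 0.45 (standard error 0.073, adjusted p = 0.0408). *Edn1* rose from 8.10 ± 1.68 CPM (SD, n = 3) to 43.6 ± 6.05 CPM (SD, n = 3).

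**Figure D2:**
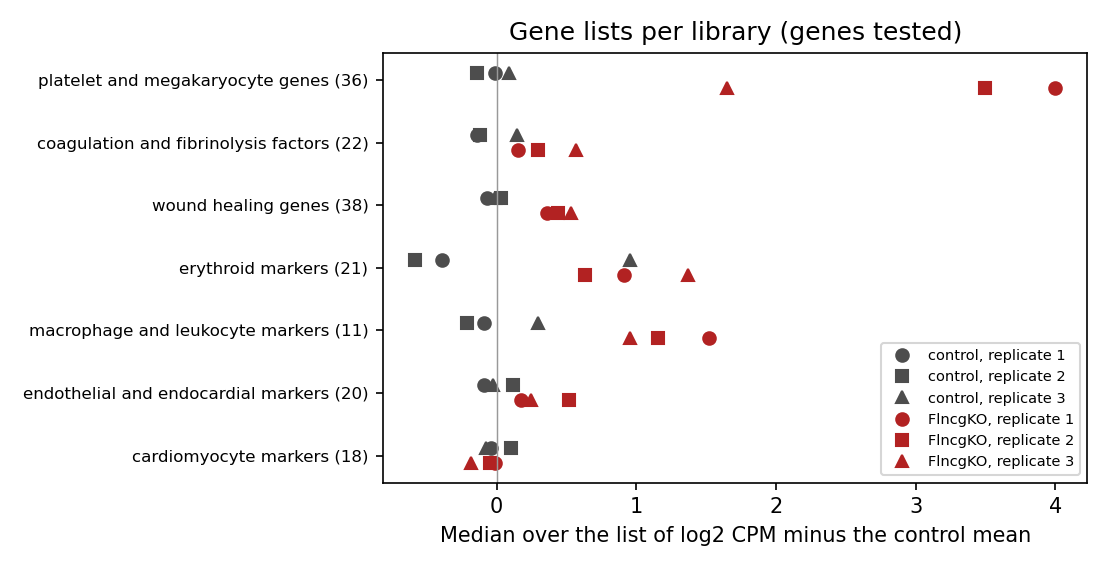
Median over the tested genes of each list of log2 CPM minus the control mean, per library, with control libraries in grey, *Flnc* gKO libraries in red and the number of genes tested in brackets. The platelet list lies at 1.65 to 4.00 in *Flnc* gKO hearts and between -0.14 and 0.09 in controls, while the cardiomyocyte markers lie between -0.18 and 0.10 in all 6 libraries.

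Of 21 tested erythroid markers, *Tfrc* and *Trim58* rose, all had positive log2 fold changes and 4 did not overlap between groups. Their median log2 fold change was 0.84, with control replicate 3 at 0.96 on the log2 scale above the control mean, beyond *Flnc* gKO replicates 1 and 2 at 0.91 and 0.63. Of 11 tested macrophage and leukocyte markers, *Coro1a*, *Vav1* and *Itgb2* rose and 4 had negative log2 fold changes, and of 20 endothelial and endocardial markers, *Sox17* and *Emcn* rose. With an estimated correlation camera gave these 3 lists adjusted p = 0.388, 0.292 and 0.388.
In limma's camera test the platelet, coagulation and wound healing lists were higher than other genes at adjusted p = 1.35e-32, 0.0001755 and 1.16e-09. With an estimated correlation they had adjusted p = 0.243, 0.186 and 0.122. The estimates were 0.887, -0.00674 and 0.0138, against the preset 0.01. For coagulation the estimate lay below the preset and for wound healing near it. Correlation between genes therefore does not account for the larger p of those lists, and the cause was not tested. All gene lists and the rule for named genes were written after the S1 Table had been seen. Among the genes edgeR called higher, 1 of 695 Reactome pathways was enriched by Fisher's exact test, metabolism of carbohydrates, with 12 called genes where 2.92 would be by chance (adjusted p = 0.0347). These include the glucose transporter gene *Slc2a3* and the lysosomal enzymes *Hexa* and *Naglu*. Among the genes DESeq2 called higher, 28 pathways were enriched, led by platelet activation, signaling and aggregation with 57 genes where 13.2 would be by chance (adjusted p = 3.4e-20) and hemostasis with 84 where 28 would be (adjusted p = 3.7e-19).
From the enrichment of upregulated DEGs in blood coagulation and wound healing, the paper draws a link to the thrombi it describes at the rupture sites of *Flnc* gKO hearts (Fig 2B–2D).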

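*Flna*, which encodes filamin A and lies on chromosome X of GRCm38 from 74223461 to 74249820, rose from 733 ± 12.1 CPM (SD, n = 3) in control to 994 ± 52.7 CPM (SD, n = 3) in *Flnc* gKO hearts, a log2 fold change of 0.44 (standard error 0.054, adjusted p = 0.0310 from edgeR's quasi-likelihood test). In CPM, the mean of *Flna* was close to that of *Flnc* in control hearts, and its rise was smaller than the drop of *Flnc*.

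**Figure D3:**
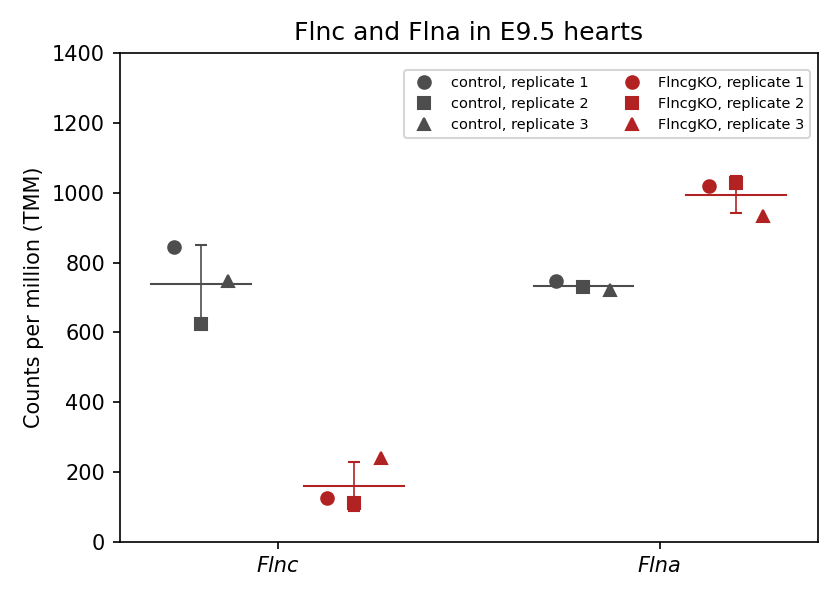
Level of *Flnc* and *Flna* in each library in CPM, with control libraries in grey and *Flnc* gKO libraries in red. Horizontal lines are means and error bars SDs of 3 libraries. *Flna* lies at 722 to 746 CPM in control and 933 to 1029 CPM in *Flnc* gKO hearts.

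Without control replicate 1 the adjusted p was 0.197 (log2 fold change 0.45), and without control replicate 2 it was 0.191 (log2 fold change 0.44). It was 0.0546 without control replicate 3, and 0.0608 and 0.0647 without *Flnc* gKO replicates 1 and 2. Only without *Flnc* gKO replicate 3 did *Flna* pass, at 0.00257. With offsets for transcript length, edgeR's adjusted p was 0.0611.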

### Extracellular matrix proteins are downregulated in the myocardium of *Flnc*^*gKO*^

As cell-cell junctions of cardiomyocytes are critical for structural integrity of the heart [30], we examined expression and localization of key cell-cell junction proteins, including cadherins and desmoplakin, in E9.5 *Flnc*^*gKO*^ hearts (Fig 4A–4B). However, we found their expression and localization were comparable between *Flnc*^*gKO*^ and controls, indicating the heart rupture phenotype was not caused by diminished expression or mislocalization of cell-cell junction proteins.

**Fig 4:**
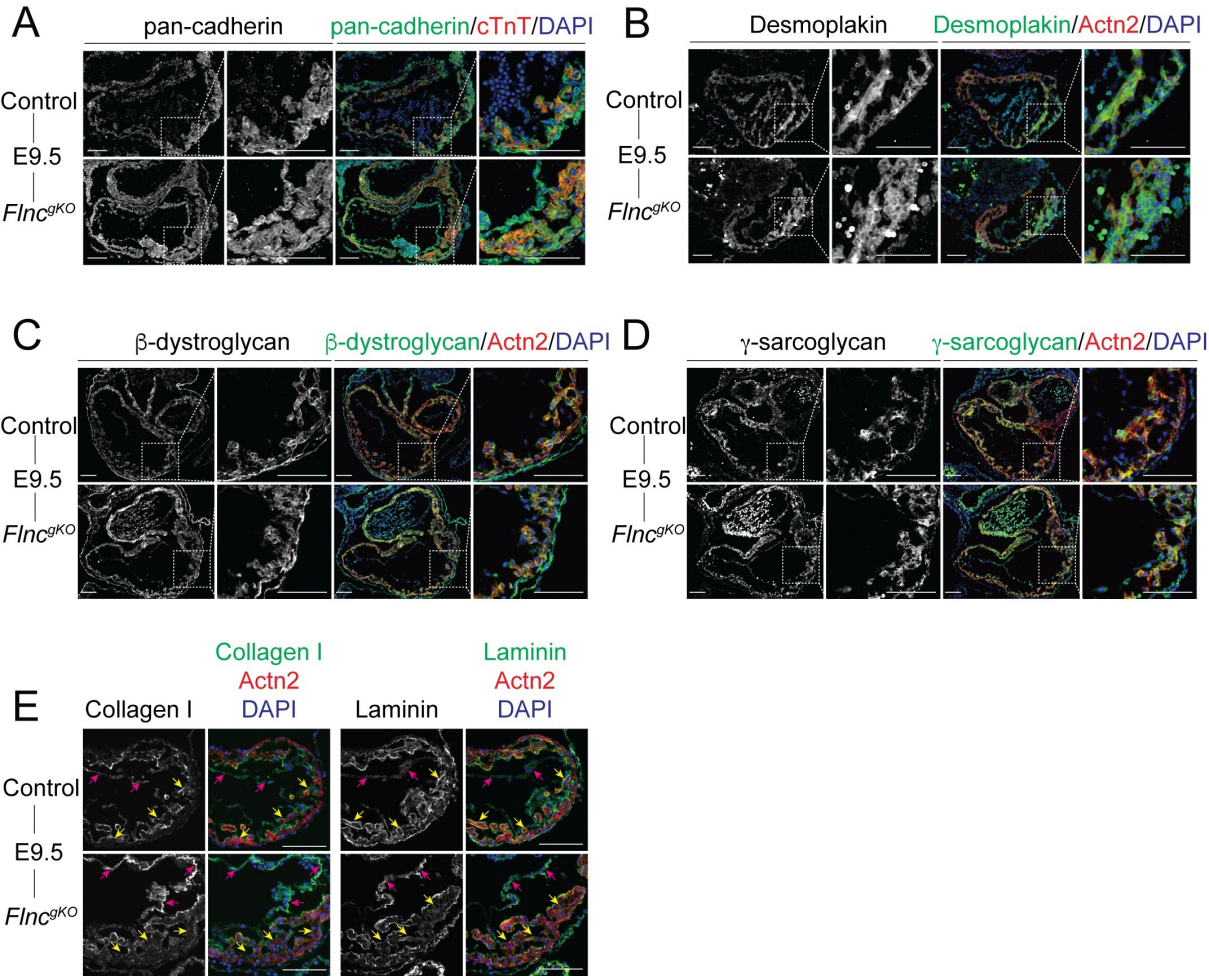
Extracellular matrix proteins are downregulated in the myocardium of *Flnc*^*gKO*^. (**A-D**) Representative immunofluorescence (IF) images of control and *Flnc*^*gKO*^ hearts at E9.5 using antibodies against α-actinin (actn2) or cardiac troponin T (cTnT), and pan-cadherin (**A**), desmoplakin (**B**), β-dystroglycan (**C**) or γ-sarcoglycan (**D**). Scale bar, 0.1 mm. (**E**) Representative collagen I and laminin immunofluorescence images of control and *Flnc*^*gKO*^ hearts at E9.5. yellow arrows: myocardium; magenta arrows: endocardium. Scale bar, 0.1 mm.

Because filamin C is localized to costameres and interacts with the dystrophin-associated glycoprotein complex (DGC) [6], we then examined expression and localization of the DGC proteins β-dystroglycan and γ-sarcoglycan and found they were not reduced or mislocalized in E9.5 *Flnc*^*gKO*^ hearts (Fig 4C–4D), indicating the heart rupture phenotype in *Flnc*^*gKO*^ hearts was not caused by dysregulation of the DGC complex.

We previously reported extracellular matrix (ECM) disorganization caused heart rupture phenotypes in kindlin-2 cardiomyocyte-specific knockout mice [31]. To determine whether filamin C is required for the proper organization of ECM, we performed IF of ECM proteins collagen I and laminin on E9.5 *Flnc*^*gKO*^ hearts. Although the expression of collagen I and laminin were upregulated in endocardium, they were markedly downregulated in myocardium of *Flnc*^*gKO*^ hearts (Fig 4E), which may partially account for the myocardial rupture phenotype in *Flnc*^*gKO*^ mice.

### Both filamin C and β1 integrin are required to maintain the structural integrity of myocardium

Filamins are known integrin inactivators and abnormal activation of β1 integrin can lead to impaired cell proliferation, differentiation and migration [15]. To determine whether β1 integrin, a dominant integrin β isoform in cardiomyocytes [31], was ectopically activated in *Flnc*^*gKO*^ mice, we performed IF using an antibody (9EG7) [32] against the activated ligand-bound conformation of β1 integrin and an antibody against total β1 integrin. Surprisingly, we found that activated β1 integrin was reduced in the myocardium of *Flnc*^*gKO*^ hearts without changes in the total β1 integrin expression (Fig 5A). In contrast, both activated and total β1 integrin were upregulated in regions of endocardium proximal to rupture sites of *Flnc*^*gKO*^ hearts (Fig 5A).

**Fig 5:**
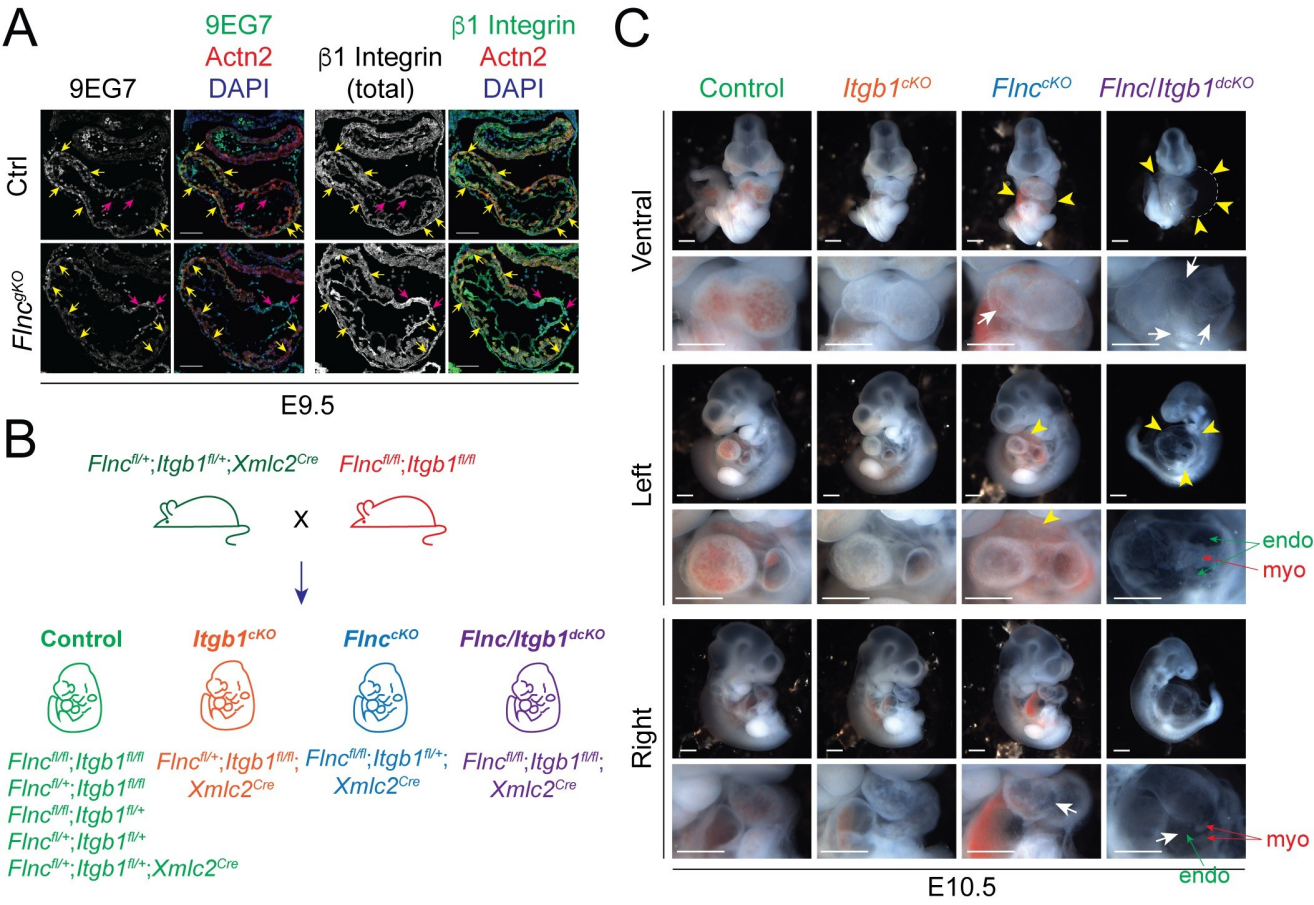
Both filamin C and β1 integrin is required to maintain the structural integrity of myocardium. (**A**) Representative activated (9EG7) and total β1 integrin immunofluorescence images of control and *Flnc*^*gKO*^ hearts at E9.5. yellow arrows: myocardium; magenta arrows: endocardium. Scale bar, 0.1 mm. (**B**) The strategy for generating cardiomyocyte-specific *Itgb1* knockout mice (*Itgb1*^*cKO*^), cardiomyocyte-specific *Flnc* knockout mice (*Flnc*^*cKO*^) and cardiomyocyte-specific *Flnc/Itgb1* double knockout mice (*Flnc/Itgb1*^*dcKO*^). (**C**) Wholemount images of control, *Itgb1*^*cKO*^, *Flnc*^*cKO*^ and *Flnc/Itgb1*^*dcKO*^ embryos at E10.5. Yellow arrowheads indicate pericardial effusion; White arrows indicate heart ruptures. Scale bar, 0.5 mm.

To assess whether decreased activation of β1 integrin in cardiomyocytes contributed to the heart rupture phenotype observed in *Flnc*^*gKO*^ mice, we generated cardiomyocyte-specific *Itgb1* (encoding β1 integrin) knockout mice using *Xmlc2*^*Cre*^ (*Itgb1*^*cKO*^) and compared them with cardiomyocyte-specific *Flnc* knockout mice (*Flnc*^*cKO*^) (Fig 5B). Consistent with observations in *Flnc*^*gKO*^ mice, *Flnc*^*cKO*^ mice had obvious ruptures in their myocardium at E10.5 (Fig 5C). Although we previously reported that *Itgb1*^*cKO*^ develop heart ruptures at E14.5 [31]. *Itgb1*^*cKO*^ hearts did not show rupture at E10.5 (Fig 5C). These findings indicated that decreased β1 integrin activation in *Flnc*^*gKO*^ mice may only partially account for the myocardial rupture phenotype.

To further explore the genetic interaction of *Flnc* and *Itgb1*, and its contribution to myocardial wall integrity, we generated cardiomyocyte-specific *Flnc*/*Itgb1* double knockout mice (*Flnc*/*Itgb1*^*dcKO*^) (Fig 5B). Strikingly, *Flnc*/*Itgb1*^*dcKO*^ mice had much more severe heart rupturing which led to myocardial disintegration (Fig 5C), compared with *Flnc*^*cKO*^ mice. Consequently, the endocardium of *Flnc*/*Itgb1*^*dcKO*^ mice became inflated, presumably due to the lack of mechanical support from the myocardium (Fig 5C). *Flnc*/*Itgb1*^*dcKO*^ mice also had larger pericardial effusions and more pronounced overall growth retardation (Fig 5C). Taken together, our findings suggest that filamin C works in concert with β1 integrin to maintain the structural integrity of myocardium during mammalian heart development.

## Discussion

In this study, we demonstrated that filamin C played an essential role in maintaining the structural integrity of myocardium, as *Flnc*^*gKO*^ mice had severely ruptured ventricular myocardium but intact endocardium. Interestingly, CD31-positive thrombi and chest wall overgrowth were observed at the rupture sites, and β1 integrin and ECM proteins were upregulated in the endocardium. These phenomena are likely compensatory mechanisms to prevent complete heart rupturing. However, *Flnc*^*gKO*^ mice did not survive past E11.5, indicating that filamin C is essential for heart development and embryonic survival. Mechanistically, although several cell junction and dystrophin-associated glycoprotein complex (DGC) proteins were unchanged, key extracellular matrix (ECM) proteins were downregulated in myocardium of *Flnc*^*gKO*^ mice which may partially explain the heart rupture phenotype, reminiscent of our findings in kindlin-2 knockout mice [31]. Contrary to the belief that filamin C functions as an integrin inactivator, we observed attenuated activation of β1 integrin specifically in the myocardium of *Flnc*^*gKO*^ mice. To further investigate whether downregulation of activated β1 integrin was key to cardiac phenotypes in *Flnc*^*gKO*^ mice, we generated β1 integrin cardiomyocyte-specific knockout mice (*Itgb1*^*cKO*^). However, *Itgb1*^*cKO*^ mice did not recapitulate the early heart rupture phenotype observed in *Flnc* knockout mice, whereas deleting β1 integrin and filamin C simultaneously from cardiomyocytes resulted in much more severe heart ruptures. Our results suggest filamin C works in concert with β1 integrin to maintain the structural integrity of myocardium during mammalian heart development.

*FLNC is* among the most mutated genes in dilated cardiomyopathy (DCM) and hypertrophic cardiomyopathy (HCM) patients [4], underscoring the essential role of filamin C in cardiac development and function. However, previously described *Flnc* knockout mice with homozygous deletion of the last 8 exons of *Flnc* only had defects in skeletal muscle but not in cardiac muscle [18]. Further studies revealed that these mice still expressed a truncated form of filamin C protein lacking the last four immunoglobulin (Ig)-like repeats and the hinge 2 region [18]. While the truncated filamin C protein was expressed at a lower level than wildtype, the reduction in *Flnc* mRNA levels was less pronounced in heart than in limb muscle [18], which may explain why there are phenotypes in skeletal muscles but not in heart of *Flnc* knockout mice. These observations also suggested that the N-terminal actin-binding domain and 19 Ig-like repeats (~82% of wild-type protein), even at much lower levels than that of wild-type FLNC proteins, are sufficient for filamin C to function normally in heart. Thus, the hypomorphic nature of the mutant *Flnc* allele renders it unsuitable for studying the function of filamin C in the heart. To address this problem, we generated *Flnc* knockout mice by deleting exon 9–13 of the *Flnc* gene, which introduced a premature termination codon (PTC) within exon 14 and subjected *Flnc* mRNA to nonsense-mediated mRNA decay (NMD). In line with this, *Flnc* mRNA levels were drastically downregulated in *Flnc* global knockout mice according to our RNA-seq data (Fig 3B and S1 Table). 

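Most *Flnc* counts came from 1 transcript in both groups, and each *Flnc* transcript listed here was lower in each *Flnc* gKO library than in each control library. Transcript ENSMUST00000101617, with 47 exons and a coding sequence for 2693 amino acids, had 15675, 11689 and 13415 estimated counts in control replicates 1, 2 and 3, and 2593, 2117 and 4047 in *Flnc* gKO replicates 1, 2 and 3. In the authors' TPM values these are 103, 80.2 and 91.8 in control and 16.6, 13.9 and 29.7 in *Flnc* gKO hearts. The longer transcript ENSMUST00000065090 had 16.8, 7.60 and 12.7 TPM in control and 1.32, 2.50 and 3.67 TPM in *Flnc* gKO hearts. The transcript with a retained intron, ENSMUST00000148404, had 15.1, 7.33 and 12.0 TPM in control and 2.72, 1.69 and 3.85 TPM in *Flnc* gKO hearts. The counts are per transcript, so reads from the deleted exons cannot be told from reads of the rest of the gene.
In the GENCODE M21 annotation of GRCm38, exons 9 to 13 lie on chromosome 6 between 29442882 and 29444410 and hold 710 bases. This is not a multiple of 3 (remainder 2), so joining exon 8 to exon 14 shifts the reading frame. Read from the annotated start codon in the transcript sequence, the joined sequence encodes 471 amino acids of filamin C and then 15 others before a stop codon in exon 14. The predicted product has 486 amino acids, 18.0% of the 2693 of the full protein, or 17.8% of the 2726 encoded by the longer transcript.

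**Figure D4:**
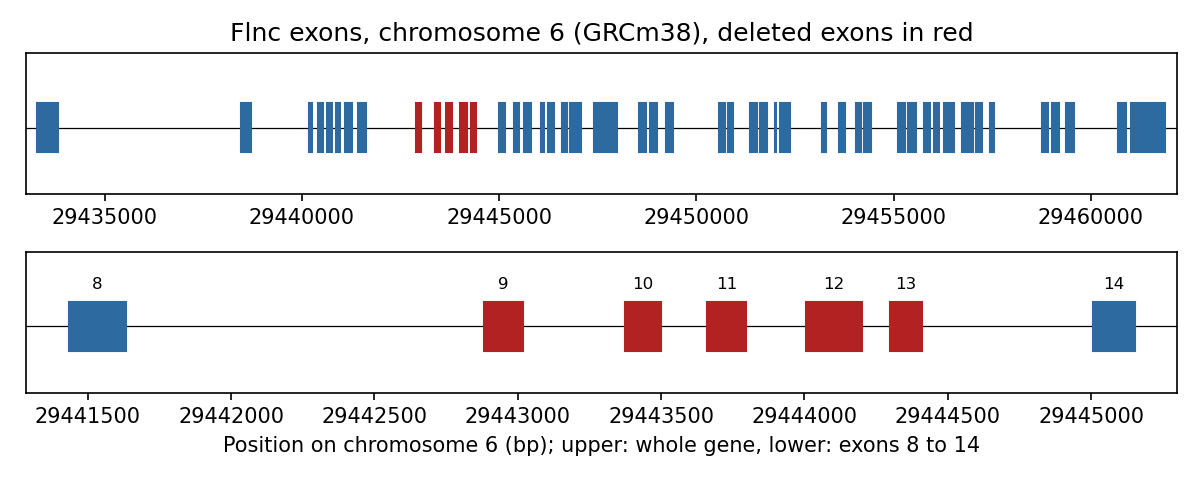
Exons of transcript ENSMUST00000101617 of *Flnc* along chromosome 6 of GRCm38, to scale in base pairs, with exons 9 to 13 in red and the others in blue. The upper row shows the whole gene and the lower row exons 8 to 14, where the red exons span 29442882 to 29444410.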

Although a small amount of N-terminal truncated protein (not recognizable by our filamin C antibodies that were raised against C-terminal regions of filamin C protein) could be generated, the truncated protein is unlikely to be functional as it only includes the N-terminal actin-binding domain and two Ig-like domains (486 amino acids, ~17% of wild-type protein).

In a recent report, filamin C was ablated in *in vitro* cultured human induced pluripotent stem cell–derived cardiomyocytes (*FLNC*^*−/−*^ hiPSC-CMs), which exhibited defects in sarcomere assembly and decreased thin filament gene expression, suggesting that filamin C plays a role in sarcomere assembly and thin filament gene expression [17]. To determine whether filamin C possesses similar functions *in vivo*, we examined overall sarcomere structure in E9.5 *Flnc*^*gKO*^ cardiomyocytes by immunofluorescence analyses. However, we did not observe any sarcomere disarray as seen in *FLNC*^*−/−*^ hiPSC-CMs. In addition, our RNA-seq analysis revealed very modest downregulation of thin filament genes including *Lmod2* (Log_2_FC = -0.33), *Tnni3* (Log_2_FC = -0.30) and *Synpo2* (Log_2_FC = -0.31) (S1 Table), which is in stark contrast to the dramatic downregulation of thin filament genes in *FLNC*^*−/−*^ hiPSC-CMs [17]. 

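Thin filament genes had small log2 fold changes in *Flnc* gKO hearts. *Lmod2*, which encodes leiomodin 2, an actin filament nucleator of cardiac muscle, had 40.4 ± 3.61 CPM (SD, n = 3) in control and 31.9 ± 1.25 CPM (SD, n = 3) in *Flnc* gKO hearts, a log2 fold change of -0.34 (standard error 0.079, adjusted p = 0.0763 from edgeR's quasi-likelihood test). *Tnni3*, cardiac troponin I, had 309 ± 29.6 and 256 ± 17.9 CPM (SD, n = 3 each), a log2 fold change of -0.27 (standard error 0.082, adjusted p = 0.115). *Synpo2*, which encodes an actin-binding Z-disc protein, had 179 ± 6.08 and 143 ± 14.0 CPM (SD, n = 3 each), a log2 fold change of -0.33 (standard error 0.077, adjusted p = 0.0778). DESeq2 gave adjusted p = 0.0207, 0.0287 and 0.00336. With the level of the Y-linked genes as a covariate, edgeR's log2 fold changes were -0.29 (*Lmod2*), -0.17 (*Tnni3*) and -0.19 (*Synpo2*). In each of the 3 genes all *Flnc* gKO values lay below all control values, and an exact permutation test, two-sided, gives p = 0.1, the smallest that 3 against 3 allow. *Lmod3*, another leiomodin, had 0.40 (adjusted p = 0.0811 from edgeR and 0.0255 from DESeq2).
Of 23 tested thin filament genes, 0 passed edgeR's test over all genes, with 2 lower and 1 higher adjusted over the list alone, and DESeq2 called 3 lower and 1 higher. Their median log2 fold change was -0.10, with quartiles at -0.17 and 0.05, and camera gave adjusted p = 0.0505 against other genes (adjusted p = 0.679 with an estimated correlation). Of 18 tested thick filament and M line genes none passed (0 adjusted over the list alone, and 2 lower and 1 higher with DESeq2). *Myh6*, the alpha myosin heavy chain, had a log2 fold change of -0.43 and *Myh7*, the beta chain, 0.35 (adjusted p = 0.100 and 0.122 from edgeR, 0.00241 and 0.0153 from DESeq2). Without *Flnc* gKO replicate 3 the camera adjusted p of the thin filament list was 0.584, and without *Flnc* gKO replicate 1 it was 0.00781.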

Our findings suggest that filamin C is dispensable in sarcomere assembly and has minimal impact on the expression of thin filament genes *in vivo*. It is worth noting that filamin A and filamin B were not upregulated in *FLNC*^*−/−*^ hiPSC-CMs according to our examination of the transcriptomics and proteomics data from that study [17]. Thus, upregulation of filamin A and filamin B, or lack thereof, could explain why there are no defects of sarcomere assembly in cardiomyocytes of *Flnc*^*gKO*^ mice but sarcomere disarray in *FLNC*^*−/−*^ hiPSC-CMs. Future studies, i.e., ablating all three filamins from cardiomyocytes *in vivo*, might be necessary to elucidate roles of filamins in sarcomere assembly.

Filamin C interacts with β1 integrin [11] and sarcoglycans [6] at the costamere to serve as a link between myofibrils and sarcolemma. Our discovery of myocardial wall ruptures in *Flnc* knockout mice provided strong support for filamin C’s essential structural role in myocardium integrity. On the other hand, filamins are well-known integrin inactivators that function by competing with talin for binding to the cytoplasmic domain of the integrin β subunit [15], and abnormal activation of β1 integrin can lead to impaired cell proliferation, differentiation and migration [15]. To determine whether β1 integrin is ectopically activated in filamin C-ablated cardiomyocytes which could account for the observed cardiac phenotypes, we examined expression and localization of activated and total β1 integrin by immunofluorescence. Surprisingly, while total β1 integrin expression and localization were unchanged, activated β1 integrin was reduced in myocardium of *Flnc*^*gKO*^ hearts. To further investigate whether the attenuated activation of β1 integrin was key to cardiac phenotypes in *Flnc*^*gKO*^ mice, we generated cardiomyocyte-specific *Itgb1* knockout mice (*Itgb1*^*cKO*^) and compare them with cardiomyocyte-specific *Flnc* knockout mice (*Flnc*^*cKO*^). However, ablating β1 integrin in cardiomyocytes did not cause myocardial rupture at E10.5, a stage when *Flnc*^*cKO*^ mice already had severe rupturing in their myocardium. Considering that *Itgb1*^*cKO*^ indeed develop heart ruptures later at E14.5 [31], these findings indicated that attenuated β1 integrin activation alone may only partially account for myocardial ruptures in *Flnc*^*gKO*^ mice. Another possibility is that some residual β1 integrin proteins may still remain in E10.5 *Itgb1*^*cKO*^ mice due to their remarkably long half-life [33], and these remaining β1 integrin proteins can be normally activated in the presence of filamin C. If this is the case, simultaneously ablating filamin C and β1 integrin should recapitulate the phenotypes of *Flnc*^*cKO*^ mice. However, the *Flnc*/*Itgb1*^*dcKO*^ mice we generated had even more severe heart rupturing phenotypes than *Flnc*^*cKO*^ mice, suggesting that filamin C maintains the integrity of myocardium through both integrin-dependent and integrin-independent pathways. Future studies are needed to delineate detailed molecular mechanisms by which filamin C facilitates β1 integrin activation in cardiomyocytes.

## Methods

### Ethics statement

All animal procedures were performed in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals and approved by the Institutional Animal Care and Use Committee of the University of California San Diego with approved protocol # S01049.

### Mice

*Flnc* and *Itgb1* floxed mice were generated previously [19, 34]. Global *Flnc* knockout mice were generated by crossing *Flnc* floxed mice (*Flnc*^*fl/fl*^) with *Sox2*^*Cre*^ mice [21], while cardiomyocyte-specific *Flnc* knockout mice were generated by crossing *Flnc*^*fl/fl*^ mice with *Xmlc2*^*Cre*^ mice [23] or *cTnT*^*Cre*^ mice [24]. Cardiomyocyte-specific *Itgb1* knockout mice were generated by crossing *Itgb1*^*fl/fl*^ mice [34] with *Xmlc2*^*Cre*^ mice. Cardiomyocyte-specific *Flnc*/*Itgb1* double knockout mice were generated by crossing *Flnc*^*fl/fl*^ mice with *Itgb1*^*fl/fl*^ mice and subsequently with *Xmlc2*^*Cre*^ mice. Genotyping of mice was confirmed by polymerase chain reaction (PCR) analysis using embryonic yolk sac extracts using *Flnc* WT allele primers (forward: 5’- TGGAGGTTGTAGGATCCCAG-3’; reverse: 5’- ATGTTAGTAGTCAGGGAGAGGC-3’), *Flnc* KO allele primers (forward: 5’- GCCCTGTGAGCTCCATGTATC-3’; reverse: 5’- TCAATGTTCGTAAAATTGATTAACAAGC-3’), *Flnc* floxed primers (forward: 5’- TGGAGGTTGTAGGATCCCAG-3’; reverse: 5’- ATGTTAGTAGTCAGGGAGAGGC-3’), *Itgb1* floxed primers (forward: 5’-AAGACAGGGTTTCTCTGTGTAG-3’; reverse: 5’-TATGAGGCTCCTTGATTGGTCA-3’), Cre primers (forward: 5’- GTTCGCAAGAACCTGATGGACA-3’; reverse: 5’-CTAGAGCCTGTTTTGCACGTTC-3’), and Rosa26-tdTomato primers (WT-forward: 5’- AAGGGAGCTGCAGTGGAGTA-3’, WT-reverse: 5’- CCGAAAATCTGTGGGAAGTC-3’, tdTomato-forward: 5’- CTGTTCCTGTACGGCATGG-3’, tdTomato-reverse: 5’- GGCATTAAAGCAGCGTATCC-3’).

### Western blots

Western blots were performed as previously described [26, 35]. Briefly, embryonic mouse hearts were dissected and snap-frozen in liquid nitrogen. Total protein extracts were prepared by homogenization of hearts in RIPA buffer using a handheld pellet pestle (Sigma-Aldrich). Protein samples were separated on Bolt 4%-12% Bis-Tris gels (Life Technologies) and transferred to PVDF membrane (Bio-Rad). Membranes were then blocked and incubated with primary antibodies overnight at 4°C. Membranes were then washed with TBST and incubated with HRP-conjugated secondary antibodies and visualized using enhanced chemiluminescence (ECL) reagent (Bio-Rad) and captured by Bio-Rad ChemiDoc Imaging System. Catalog numbers for antibodies used in western blots in this study: filamin C, NBP1-89300 (Novus); GAPDH, sc-32233 (Santa Cruz Biotechnology).

### Immunofluorescence

Immunofluorescence was performed as previously described [26, 35]. Briefly, embryonic mouse hearts were dissected at various developmental stages and fixed in ice-cold PBS with 4% PFA overnight at 4°C. Fixed hearts were then saturated in sucrose gradient and embedded in OCT Tissue-Tek (Thermo Fisher Scientific) for cryosectioning. Sections were blocked with PBST and incubated with primary antibody solution overnight in a humidified chamber at 4°C. The next day, sections were washed with PBST and then incubated with secondary antibody solution for two hours at room temperature. After washing with PBST, sections were counterstained with DAPI and mounted in DAKO fluorescence mounting medium (Agilent). Images were captured using Olympus FluoView FV1000 Confocal Microscope or ECHO Revolve Microscope. Catalogue numbers or sources for antibodies used in immunofluorescence in this study: filamin C (gift from Dr. Jun Qin, Cleveland Clinic), CD31 (550274, BD), α-actinin (650931, Sigma-Aldrich), cardiac troponin T (MS-295-P1, Thermo Fisher), myomesin (B4, DSHB), desmoplakin (2722–5204, Bio-Rad), β-dystroglycan (MANDAG2, DSHB), γ-sarcoglycan (VP-G803, Vector Laboratories), β1 integrin (MAB1997, Millipore), active β1 integrin/9EG7 (553715, BD), collagen I (ab34710, Abcam), laminin (ab11575, Abcam), pan-cadherin (031M4854, Sigma), phosphor histone-H3 (06–570, Millipore), cleaved caspase 3 (9661S, Cell Signaling).

### RNA Sequencing

RNA sequencing (RNA-seq) was performed as previously described [26]. E9.5 embryonic hearts or isolated ventricles were homogenized in TRIzol (Invitrogen) and total RNA was isolated according to the manufacturer’s instructions. The concentration and quality of purified RNA was assessed by TapeStation (Agilent). cDNA libraries were prepared using an Illumina TruSeq stranded mRNA kit according to manufacturer’s instructions. Libraries were sequenced with an Illumina NovaSeq 6000 sequencer. Sequencing reads were mapped to GENCODE mouse transcripts reference (release M22, GRCm38.p6) and transcription levels were quantified using salmon. Subsequently, differential expression analysis was carried out using DEseq2 (version: 1.22.2). Benjamini-Hochberg correction for multiple testing was applied to correct p-value of each gene as false discovery rate (FDR). FDR < 0.05 was used as a threshold for differentially-expressed genes (DEGs). Lists of downregulated DEGs and upregulated DEGs were separately examined for statistical enrichment of gene ontology (GO) terms and biological pathways in Toppgene (https://toppgene.cchmc.org). RNA-seq datasets were deposited in Gene Expression Omnibus (GEO) with the accession number GSE222542.

### Statistical analysis

Data are presented as mean ± standard error of the mean (SEM). Statistical analysis was performed using GraphPad Prism 9 software, with Welch’s t test used for comparisons among groups as indicated. P-values less than 0.05 were considered significant and reported as *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

## Supporting information

S1 Fig Filamin C is essential for mammalian heart development. **Related to Fig 1.** (**A**) *Flnc* in situ hybridization images of wild-type mouse embryos from embryonic day (E) 9.5 to E11.5. Black arrows indicate *Flnc* expression in somites. V, ventricle; A, atrium. Scale bar, 1 mm (overview); 0.5 mm (magnified view). (**B**) Representative immunofluorescence (IF) images of control and *Flnc*^*gKO*^ hearts at E9.5 using antibodies against filamin C and α-actinin (cardiomyocyte marker). Scale bar, 0.1 mm. (**C**-**D**) Wholemount images of control and *Flnc* cardiomyocyte-specific knockout embryos with *Xmlc2*^*Cre*^ (**C**) or *cTnT*^*Cre*^ (**D**) at E10.5 and E11.5. Yellow arrows indicate pericardial effusion. Scale bar, 1 mm.
(PDF) Click here for additional data file.

S2 Fig Filamin C maintains the integrity of myocardial wall. **Related to Fig 2.** (**A**) Representative immunofluorescence (IF) images of control and *Flnc*^*gKO*^ hearts at E8.5 using an antibody against cardiac troponin T (cTnT). Scale bar, 0.1 mm. (**B**-**C**) Quantification of cardiomyocyte proliferation rate using phospho-histone H3 (pHH3) IF (**B**) and apoptosis rate using cleaved caspase 3 (cCSP3) IF (**C**) in control and *Flnc*^*gKO*^ hearts from E8.5 to E10.5. Cardiomyocytes were marked with an antibody against cardiac troponin T. n = 3–4 embryos per group; n = 4–6 sections per embryo. n.s., not significant; ****p<0.0001; **p<0.01. (Welch’s t-test) **(D)** Representative immunofluorescence (IF) images of control and *Flnc*^*gKO*^ hearts at E9.5 using antibodies against α-actinin (Z-line) and myomesin (M-line). Scale bar, 10 μm.
(PDF) Click here for additional data file.

S1 Table List of differentially expressed genes (DEGs) in E9.5 *Flnc^gKO^* hearts compared with littermate controls. (XLSX) Click here for additional data file.

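The S1 Table lists 901 genes with positive and 315 with negative log2 fold changes, each with the FDR that DESeq2 gave the authors. Of these 1216 genes, 1203 could be tested with edgeR in the deposited counts, and 1202 of them had the same sign there. At an unadjusted p under 0.05 from edgeR, 1166 passed. At an adjusted p under 0.05, edgeR called 163 of the 901 higher and 39 of the 315 lower genes, and 7 higher and 1 lower gene outside the table. The median absolute difference between the log2 fold changes from edgeR and those in the table was 0.0343. DESeq2 with default settings on the rounded gene sums called 818 of the 901 and 240 of the 315. With DESeq2, 1215 of the 1216 genes had the sign that the table gives.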

S2 Table Numerical data underlying Figs 1C, 3A, 3B, S2B and S2C. (XLSX) Click here for additional data file.

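The S2 Table holds the values behind several panels. For Fig 1C it gives the number of embryos per stage and genotype and the share of them alive. The sheet named for Fig 3A holds a log2 fold change and an FDR per gene, the quantities on the axes of the volcano plot. The sheet named for Fig 3B holds gene ontology terms with the negative log10 of their adjusted p, the quantity plotted in Fig 3C, separately for upregulated and downregulated DEGs. In that sheet the pathways are named as Reactome sets. For the upregulated DEGs the paper's highest value is 30.1 for wound healing, followed by 28.2 for blood coagulation and 28.0 for cell activation. For the downregulated DEGs it is 4.79 for cardiac chamber morphogenesis, then 2.53 for blood circulation, 2.49 for circulatory system process, 1.94 for Hsp90 protein binding, 1.13 for actin cytoskeleton and 1.00 for sarcomere. On the p scale, the paper's last pair is 0.0746 and 0.0996. The sheets for S2B Fig and S2C Fig hold values for control and *Flnc* gKO hearts at E8.5, E9.5 and E10.5, the proliferation and apoptosis panels.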

# Supplementary material for: Filamin C is Essential for mammalian myocardial integrity
**Source:** PLoS Genet. 2023 Jan 27;19(1):e1010630. doi: 10.1371/journal.pgen.1010630
**Supplement:** S1 Fig — Related to Fig 1. (A) Flnc in situ hybridization images of wild-type mouse embryos from embryonic day (E) 9.5 to E11.5. Black arrows indicate Flnc expression in somites. V, ventricle; A, atrium. Scale bar, 1 mm (overview); 0.5 mm (magnified view). (B) Representative immunofluorescence (IF) images of control and FlncgKO hearts at E9.5 using antibodies against filamin C and α-actinin (cardiomyocyte marker). Scale bar, 0.1 mm. (C-D) Wholemount images of control and Flnc cardiomyocyte-specific knockout embryos with Xmlc2Cre (C) or cTnTCre (D) at E10.5 and E11.5. Yellow arrows indicate pericardial effusion. Scale bar, 1 mm.

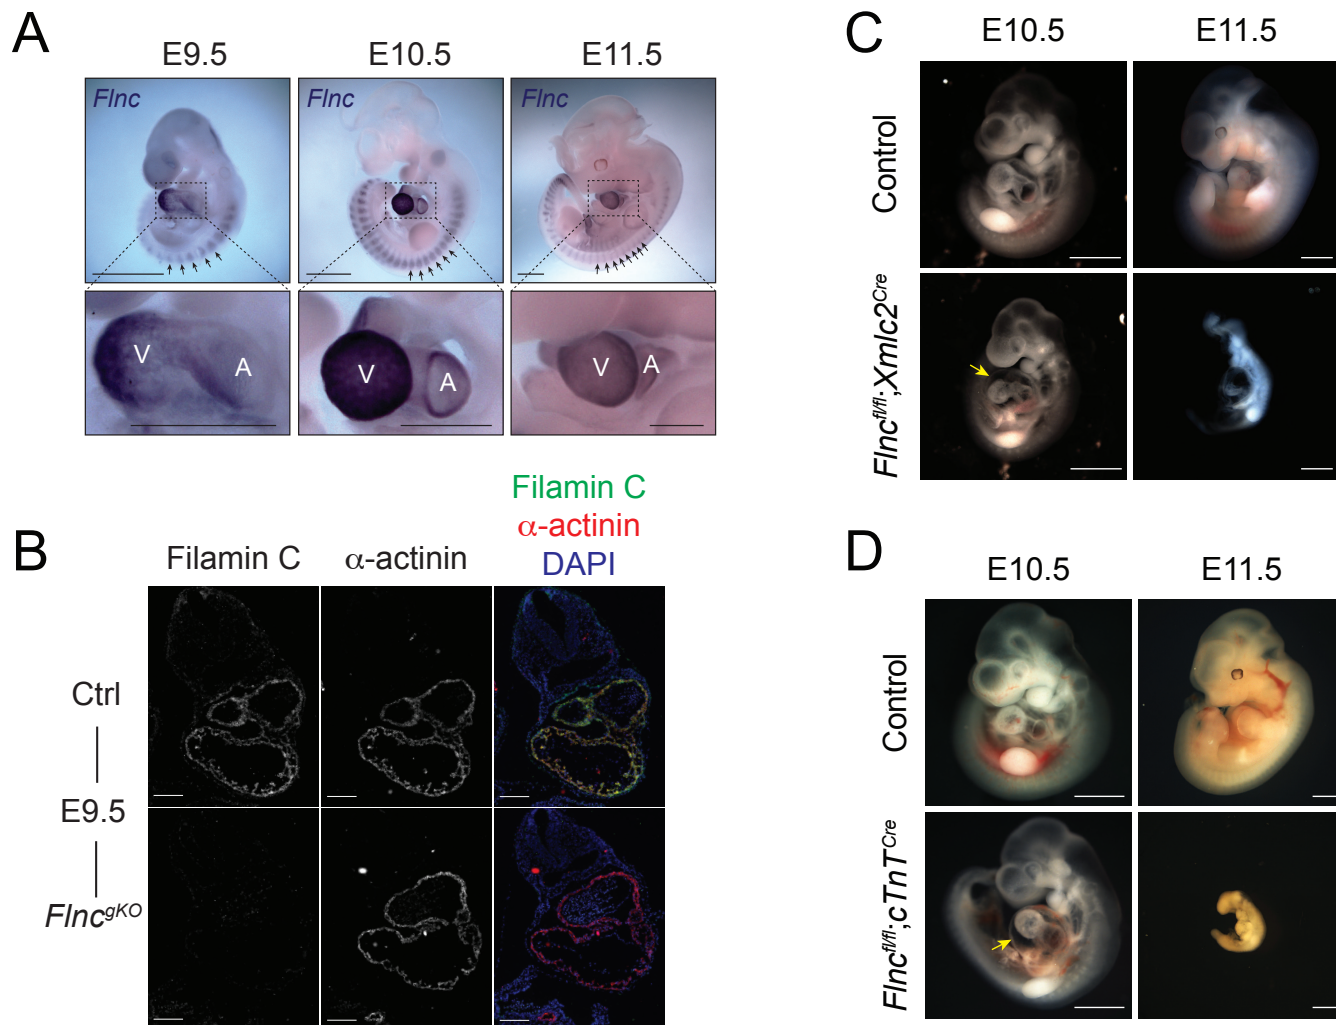

**S1 Fig. Filamin C is essential for mammalian heart development. Related to Fig 1. (A)** *Flnc* in situ hybridization images of wild-type mouse embryos from embryonic day (E) 9.5 to E11.5. Black arrows indicate *Flnc* expression in somites. V, ventricle; A, atrium. Scale bar, 1 mm (overview); 0.5 mm (magnified view). **(B)** Representative immunofluorescence (IF) images of control and *Flnc*<sup>gKO</sup> hearts at E9.5 using antibodies against filamin C and  $\alpha$ -actinin (cardiomyocyte marker). Scale bar, 0.1 mm. **(C-D)** Wholemount images of control and *Flnc* cardiomyocyte-specific knockout embryos with *Xmlc2*<sup>Cre</sup> **(C)** or *cTnT*<sup>Cre</sup> **(D)** at E10.5 and E11.5. Yellow arrows indicate pericardial effusion. Scale bar, 1 mm.

# Supplementary material for: Filamin C is Essential for mammalian myocardial integrity
**Source:** PLoS Genet. 2023 Jan 27;19(1):e1010630. doi: 10.1371/journal.pgen.1010630
**Supplement:** S2 Fig — Related to Fig 2. (A) Representative immunofluorescence (IF) images of control and FlncgKO hearts at E8.5 using an antibody against cardiac troponin T (cTnT). Scale bar, 0.1 mm. (B-C) Quantification of cardiomyocyte proliferation rate using phospho-histone H3 (pHH3) IF (B) and apoptosis rate using cleaved caspase 3 (cCSP3) IF (C) in control and FlncgKO hearts from E8.5 to E10.5. Cardiomyocytes were marked with an antibody against cardiac troponin T. n = 3–4 embryos per group; n = 4–6 sections per embryo. n.s., not significant; ****p<0.0001; **p<0.01. (Welch’s t-test) (D) Representative immunofluorescence (IF) images of control and FlncgKO hearts at E9.5 using antibodies against α-actinin (Z-line) and myomesin (M-line). Scale bar, 10 μm.

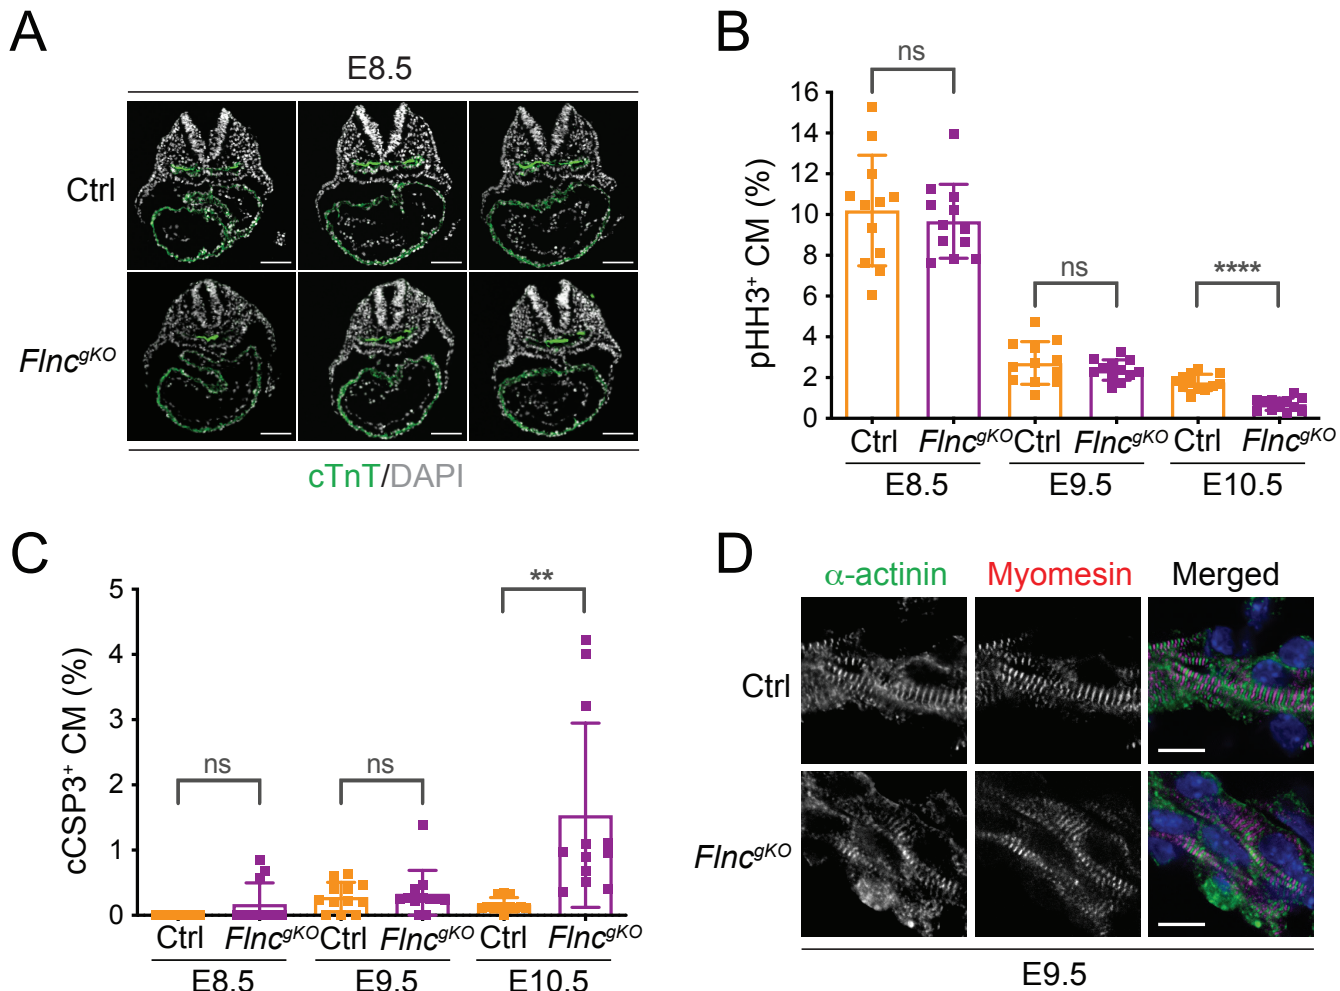

**S2 Fig. Filamin C maintains the integrity of myocardial wall. Related to Fig 2. (A)** Representative immunofluorescence (IF) images of control and *Flnc*<sup>gKO</sup> hearts at E8.5 using an antibody against cardiac troponin T (cTnT). Scale bar, 0.1 mm. **(B-C)** Quantification of cardiomyocyte proliferation rate using phospho-histone H3 (pHH3) IF **(B)** and apoptosis rate using cleaved caspase 3 (cCSP3) IF **(C)** in control and *Flnc*<sup>gKO</sup> hearts from E8.5 to E10.5. Cardiomyocytes were marked with an antibody against cardiac troponin T. n=3-4 embryos per group; n=4-6 sections per embryo. n.s., not significant; \*\*\*\* $p < 0.0001$ ; \*\* $p < 0.01$ . (Welch's t-test) **(D)** Representative immunofluorescence (IF) images of control and *Flnc*<sup>gKO</sup> hearts at E9.5 using antibodies against  $\alpha$ -actinin (Z-line) and myomesin (M-line). Scale bar, 10  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

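RNA-seq of 6 libraries from E9.5 mouse hearts was used, 3 from control and 3 from *Flnc* gKO embryos, with condition and replicate number taken from the sample labels. The deposited files are the authors' salmon output, with estimated counts and TPM for 140658 transcripts per library. The paper names GENCODE M22 on GRCm38.p6 for the authors' quantification and DESeq2 1.22.2 for their test, and it gives no salmon version. Transcripts were joined to genes by identifier without version through GENCODE M21, also on GRCm38. Of the transcripts, 0.37% had no gene there, with 0.108% to 0.131% of the deposited estimated counts, and these were left out. Estimated counts were summed per gene and rounded, and the authors' TPM values were used only for transcripts of *Flnc*.

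Libraries held 19208859 to 23123255 estimated counts, and 15579 to 16146 genes had at least 10 counts. Genes were tested with edgeR 4.0.16 (quasi-likelihood test, robust, TMM, filterByExpr with a minimum of 10 counts) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. On simulated data with 200 changed among 16048 genes, edgeR recovered 24%, 74%, 98% and 94% of changes of 0.5, 1, 2 and 3 on the log2 scale with 14 false calls. DESeq2 1.42.0 recovered 38%, 78%, 98% and 94% with 54 false calls. Genes were simulated independently and no library was set apart from its group, so these rates need not hold here. Gene lists were tested with camera from limma 3.58.1 with a preset correlation of 0.01, and again with an estimated correlation and with fry. On simulated data camera found the changed list, and 6 of 200 random lists had an unadjusted p under 0.05. The simulated genes were independent, so this does not test lists whose members vary together. In the data the estimated correlation was 0.887 for the platelet list and -0.00674 for the coagulation list. Of 34 lists 33 were tested, since only 1 somite and skeletal muscle gene passed the filter. Reactome sets of 15 to 500 genes from fgsea 1.28.0 were tested by Fisher's exact test.

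The genes named are those whose RNA the paper names or marks, the 8 largest changes per direction past the threshold with a mean of at least 1 CPM and no overlap between groups, genes of the proteins the paper stained, up to 4 members of each list with the smallest p and every passing member where 5 or fewer pass, and *Xist* and the Y-linked genes. Of the genes this rule names, 156 were compared under the alternatives, of which 36 were higher and 10 lower past the threshold. Some genes and lists are not reported here. The lists reported cover platelets and megakaryocytes, coagulation, wound healing, thin filament, thick filament and M line, Z disc and costamere, chamber morphogenesis, contraction, cell-cell junctions, the dystrophin-associated complex, collagen I and laminins, other extracellular matrix, collagen-modifying enzymes, integrins, hypoxia, integrated stress response, heat shock, immediate early, flow-responsive, cell cycle, mitochondrially encoded and Y-linked genes, and markers of 10 cell types.

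Alternatives set before the counts were opened were RLE scaling, total counts only, no filter for low counts, 10 counts in every library, offsets for transcript length, a block for the replicate number, a covariate from 4 Y-linked genes, leaving out each library, DESeq2, and leaving out X and Y genes. Alternatives chosen after seeing the data were DESeq2 with length offsets, with the Y-linked covariate, and without each library. The series description speaks of pairs and littermates, but neither it nor the paper says that equal replicate numbers mark a litter, so libraries were treated as unpaired.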

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

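The tests of the patterns weighed here were chosen after the result was seen, except the test of the respiratory chain.

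In genes the paper does not discuss, the hypoxia-inducible genes had a median log2 fold change of 0.86, with 6 of 36 rising past the threshold. The integrated stress response genes had a median of 0.93, with *Shmt2* rising. The cytosolic heat shock genes had a median of -0.15 with none past the threshold. The immediate early genes had a median of 0.82, with *Klf6* rising. The endothelial and endocardial markers had a median of 0.29. The macrophage and leukocyte markers had a median of 1.315. *Xist*, the RNA of the inactive X chromosome, had a log2 fold change of 2.00 (standard error 0.27, adjusted p = 0.0490 from edgeR). The mitochondrially encoded genes had a median of -0.65, with 0 of 13 past the threshold over all genes and 13 lower adjusted over the list alone.

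The sex makeup of the libraries could account for part of the calls and stays open, since *Flnc* gKO replicate 1 kept 63.9% of the controls' Y-linked CPM and replicates 2 and 3 kept 3.07% and 3.39%. Over 27 autosomal genes called without *Flnc* gKO replicate 1, that library showed a median share of 0.603 of the change (quartiles 0.349 and 0.770), which cannot tell the explanations apart. With the Y-linked covariate, which has a correlation of -0.759 with the group, no gene passed. Genes at an unadjusted p under 0.05 went from 2136 higher and 1419 lower to 950 and 425. Of the called genes 209 of 209 kept their direction and an unadjusted p under 0.05. Their median absolute log2 fold change went from 0.87 to 0.81. They had been selected in the same libraries, so this does not argue against sex. The calls ended with the median standard error at 0.190 against 0.128 and 3 residual degrees of freedom against 4, so their loss is no evidence that sex caused the changes. Of the 10 splits of the libraries into 3 and 3, only the real one called any gene, and the share of splits cannot go under 0.1.

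More circulating blood might account for the platelet genes, but their first quartile of 2.40 lies above the third quartile of the erythroid markers, 0.88. Maternal whole blood of fixed make-up would not give the 717-fold spread between libraries in the ratio of *Pf4* to adult beta globin counts. Adult beta globin was highest in the libraries numbered 3, at 341 CPM in control and 480.5 CPM in *Flnc* gKO, so it may not mark maternal blood alone. The ratio cannot judge platelets that came without red cells, so maternal platelets stay open. The excess over controls in *Flnc* gKO replicate 3 was 0.143 of that in replicate 1 over the platelet genes (quartiles 0.115 and 0.165). The 35 hypoxia-inducible genes with an excess in replicate 1, called or not, had a median of 0.447 (quartiles 0.332 and 0.652), but the platelet genes ran from -0.00358 to 0.367, and the leukocyte markers *Fcer1g* (0.202) and *Vav1* (0.239) lie in that range. Whether 1 population of platelet-lineage cells came in different amounts stays open, since the low values of replicate 3 had been seen before this test was chosen.

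Fewer cardiomyocytes might lower mitochondrially encoded transcripts, but the first quartile of the cardiomyocyte markers was -0.15, above the third quartile of the mitochondrial genes at -0.56. The 64 nuclear genes of respiratory electron transport had a median of -0.0649, so lower expression of the whole chain does not account for it.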

How the results depend on the processing

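Higher and lower calls were 162 and 48 with RLE scaling, 150 and 54 with total counts only, 392 and 162 with no filter, 215 and 62 with 10 counts in every library, 63 and 13 with length offsets, 0 and 0 with the Y-linked covariate, 164 and 39 without X and Y genes, and 988 and 361 with DESeq2. Leaving out 1 library gave 1 to 993 higher and 0 to 285 lower calls. With alternatives chosen after seeing the data, DESeq2 gave 908 and 330 with length offsets, 248 and 23 with the Y-linked covariate, and 545 and 114, 555 and 119, 927 and 296 without control replicates 1, 2 and 3, and 777 and 390, 520 and 167, 1292 and 513 without *Flnc* gKO replicates 1, 2 and 3. The cause was not tested. All 210 called genes kept their direction wherever they were tested. With a block for the replicate number there were 512 and 120 calls. Correlations between libraries were taken on each library's deviation from the mean of its group, not on its levels. Deviations within a group cancel out, so the correlations are not independent. Libraries of the same number correlated at 0.0428, 0.571 and 0.605, and each *Flnc* gKO library correlated best with the control of its number. For *Flnc* gKO replicate 1 this was 0.0428 against 0.0308 and -0.0533, and control replicate 1 correlated best with *Flnc* gKO replicate 2 (0.192). Whether equal numbers mark a litter stays open.

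With an estimated correlation the adjusted p was 0.2428 for platelet, 0.1861 for coagulation, 0.1221 for wound healing and 0.3878 for chamber morphogenesis genes, and fry, which tests a list against no change and not against other genes, gave 0.06929, 0.01576, 0.009079 and 0.1793. Leaving out 1 library gave 1.303e-104 to 3.105e-26, 3.174e-06 to 0.004309, 9.058e-12 to 6.714e-09 and 9.147e-05 to 0.03605 for these 4 lists, and 0.05774 to 0.9691 for contraction genes, reversed without *Flnc* gKO replicate 3. Thin filament genes had 0.04648 with RLE, 0.02883 with total counts, 0.02101 with no filter, 0.04501 with the block, 0.007328 with DESeq2, but 0.06264 with 10 counts in every library, 0.1465 with length offsets and 0.9144 with the Y-linked covariate, and 0.007811 to 0.584 without 1 library. Of the other lists 16 passed, 0 with an estimated correlation, 3 with fry and 12 with the Y-linked covariate, where the calls ended for collagen I and laminins (0.4956), other matrix (0.2532), heat shock (0.2061), cell cycle (0.4247) and endoderm and surface ectoderm (0.4247), and flow-responsive (0.04367) and liver bud (0.0229) lists passed. Without control replicate 3 the call ended for other matrix (0.05276), and without control replicate 2 for macrophage markers (0.06222). Without *Flnc* gKO replicate 3 it ended for other matrix (0.05315) and for collagen I and laminins (0.06006). Reactome pathways went from 1 to 33 with DESeq2 calls. The cause was not tested.

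Log2 fold changes that reversed with the Y-linked covariate (edgeR, DESeq2) were *Cdh2* (0.01325, 0.0112), *Actn2* (0.08803, 0.08604), *Upk3b* (-0.02003, -0.02167) and *Tfap2a* (-0.05627, -0.06118). *Lama4* reversed without control replicate 2 (0.0529, 0.0460; range -0.1383 to 0.0529 without 1 library) and *Trf* without control replicate 1 (0.1501, 0.1416; range -1.145 to 0.1501). Without 1 library, edgeR's values of genes with small changes also crossed 0, with *Cdh2* at -0.08954 to 0.04523, *Dsp* at -0.04555 to 0.1061, *Actn2* at -0.1215 to 0.01523, *Lamb2* at -0.05848 to 0.01909 and *Chrna1* at -0.07653 to 0.6444. *Dsp* was -0.01932 with total counts only and -0.001614 with no filter. DESeq2 reversed *Cdh2* (0.03986) and *Actn2* (0.006465) without *Flnc* gKO replicate 3, *Actn2* (0.008642) and *Chrna1* (-0.08497) without control replicate 2, *Dsp* (-0.04805) without control replicate 3, and *Dsp* (-0.05095, -0.0472) and *Lamb2* (0.0138, 0.003018) without *Flnc* gKO replicates 1 and 2. None of these genes passed the threshold. Depth limits genes of few counts, such as *Gp9* with 1 to 6 counts in controls.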

Differences from the paper's values

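At the paper's FDR of 0.05 the paper counts 901 higher and 315 lower genes, against 170 and 40 with edgeR. Of the alternatives set before the data were examined, DESeq2 (988 and 361) and leaving out *Flnc* gKO replicate 3 (993 and 285) come within 1.5 times of both counts, and the others do not. DESeq2 with length offsets, chosen after seeing the values, gives 908 and 330 and drops 10 of the paper's 1216 genes.

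For *Flna* the paper's log2 fold change is 0.326 and the value here 0.44, which comes within the error only with length offsets (0.33) among the alternatives set before. For *Lama2* the paper's value is -0.689 and the value here -0.45, within the error with length offsets, with the Y-linked covariate, without control replicate 1 and without *Flnc* gKO replicate 2, and not with the others. For *Lamb3* the paper's value is 1.39 and the value here 0.95, within the error with length offsets, without control replicate 2, without control replicate 3 and without *Flnc* gKO replicate 1, and not with the others.

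The paper calls *Flnc*, *Ppbp*, *Gp5*, *Gp9*, *Pf4*, *Plek*, *Treml1*, *Lmod2*, *Tnni3* and *Synpo2*, which edgeR did not. All of them pass with DESeq2 and with DESeq2 with length offsets, the latter chosen after seeing the values and dropping 10 of the paper's genes. *Flnc* and the 6 platelet genes pass without *Flnc* gKO replicate 3. With the replicate block *Gp5* (0.0121), *Gp9* (0.0163), *Pf4* (0.0366) and *Treml1* (0.0437) pass by edgeR's adjusted p, and with no filter *Lmod2* (0.0313) and *Synpo2* (0.0238).

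In Fig 3A the column of *Flnc* gKO replicate 3 is drawn as the strongest. In the deposited counts, 10.4% of 888 genes the paper calls higher were highest in *Flnc* gKO replicate 3, against 63.6% in replicate 2 and 26.0% in replicate 1. Of 315 it calls lower, 24.1% were lowest in replicate 3, 60.0% in replicate 2 and 15.9% in replicate 1. The legend of Fig 3C names KEGG for pathways that the S2 Table labels REACTOME.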

Other observations

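Of 36 genes that low oxygen induces, 6 rose in *Flnc* gKO hearts, none fell past the threshold and 30 did not pass. *Slc2a3*, a glucose transporter, rose from 218 ± 23.8 to 929 ± 229 CPM (SD, n = 3 each), a log2 fold change of 2.09 (adjusted p = 0.0310 from edgeR's quasi-likelihood test). *Car9*, a carbonic anhydrase, rose by 3.16 (adjusted p = 0.0321 from edgeR) and *P4ha2*, a collagen prolyl hydroxylase, by 1.71 (adjusted p = 0.0372 from edgeR). Of the hypoxia-inducible genes 33 were higher adjusted over the list alone (camera adjusted p = 2.33e-28, adjusted p = 0.243 with an estimated correlation). Of 18 collagen-modifying enzymes, *P4hb*, *P4ha1*, *P4ha2* and *Plod1* rose, with 9 higher adjusted over the list alone (adjusted p = 1.16e-07, adjusted p = 0.231 with an estimated correlation). In the matrix itself *Col4a1* (0.59), *Col4a2* (0.55), *Col6a3* (1.57) and *Emilin1* (0.34) rose and *Col13a1* (-0.88) fell, 5 of 36 other matrix genes (adjusted p = 0.00611, adjusted p = 0.388 with an estimated correlation). These calls too end without control replicate 1, where the adjusted p of edgeR for *Edn1* was 0.142. They also end without control replicate 2, where it was 0.191 for *Slc2a3* and 0.0275 for *Edn1*.

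Genes whose proteins the paper stained had these log2 fold changes, with adjusted p from edgeR: *Cdh2* -0.03 (0.864), *Dsp* 0.01 (0.963), *Dag1* 0.12 (0.340), *Itgb1* 0.17 (0.200), *Actn2* -0.05 (0.759), *Tnnt2* -0.17 (0.220), *Myom1* -0.09 (0.510), *Pecam1* 0.50 (0.100), *Col1a1* 2.34 (0.0605) and *Col1a2* 0.50 (0.155). The signs of *Cdh2*, *Dsp* and *Actn2* change when 1 library is left out. Among laminins, *Lama5* had 0.40 (0.0579) and *Lamb1* 0.36 (0.0642), while *Lama2* had -0.45 (0.172). Of the 13 collagen I and laminin genes, 9 had positive and 4 had negative log2 fold changes. The paper describes collagen I and laminin as lower in myocardium and higher in endocardium, and total β1 integrin as higher only in endocardium near ruptures. RNA of hearts taken as a whole cannot separate these layers and is not protein, so it does not test those observations. With the Y-linked covariate the values were nearer 0 by over 1.5 times for *Pecam1* (0.26), *Col1a2* (0.23), *Tnnt2* (-0.04), *Myom1* (-0.004021), *Lama5* (0.22), *Lamb1* (0.22) and *Lamb3* (0.06, from 0.95).

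The other lists gave these results, as genes higher and lower past the threshold, counts adjusted over the list alone, and the camera adjusted p. Z disc and costamere: 2 (*Zyx*, *Tln1*) and 0 of 28, 4 and 0, p = 0.00609 (adjusted p = 0.388 with an estimated correlation). Cell-cell junctions: 1 (*Jup*) and 0 of 22, 5 and 2, adjusted p = 0.890. Dystrophin-associated complex: 1 (*Sntb1*) and 0 of 13, 1 and 0, adjusted p = 0.270. Collagen I and laminins: 0 and 0 of 13, 3 and 0, p = 0.00632 (adjusted p = 0.399 with an estimated correlation). Integrins: 1 and 0 of 26, 3 and 1, p = 0.00142 (adjusted p = 0.243 with an estimated correlation). Integrated stress response: 21 of 25 higher adjusted over the list alone, p = 4.57e-18 (adjusted p = 0.243 with an estimated correlation). Immediate early: 13 of 20 higher adjusted over the list alone, p = 6.03e-09 (adjusted p = 0.243 with an estimated correlation). Heat shock: p = 0.00373 (adjusted p = 0.480 with an estimated correlation). Flow-responsive: 2 and 0 of 20, 3 and 5, adjusted p = 0.600. Cell cycle: 0 of 36, 0 and 0, median -0.11, p = 0.000251 (adjusted p = 0.489 with an estimated correlation).

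Among cell type markers, camera gave adjusted p = 0.119 for cardiomyocyte, 9.18e-06 for endothelial, 0.874 for epicardial, 1.85e-07 for erythroid, 0.00156 for macrophage, 0.534 for cushion mesenchyme, 0.119 for neural, 0.103 for liver bud and 0.000321 for endoderm and surface ectoderm markers. With an estimated correlation none had an adjusted p under 0.292. The cardiomyocyte list passed as lower without control replicate 3 (0.02466), without *Flnc* gKO replicates 1 (0.0219) and 2 (0.03547), and with DESeq2 (0.02518). It did not pass in the other settings, with 0.7853 without control replicate 2 and 0.6955 without *Flnc* gKO replicate 3. The neural list passed as lower only without control replicate 3 (0.02237) and without *Flnc* gKO replicate 3 (0.02183). The liver bud list passed as lower without control replicate 2 (0.0003722), without *Flnc* gKO replicate 3 (0.04504) and with no filter (0.03618). It also passed with DESeq2 (0.008638) and with the Y-linked covariate (0.0229). Without control replicate 1 its direction was reversed (0.9444). The Y-linked genes had adjusted p = 0.00270 and the mitochondrially encoded genes 5.00e-15 (adjusted p = 0.388 and 0.243 with an estimated correlation). The somite list had 1 gene with counts to test, at a log2 fold change of 0.31.

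Control replicate 1 held liver transcripts, with *Afp* at 67.7 CPM against 2.65 and 7.25 in the other controls and *Fgb* at 8.64 against 0.338 and 0.580. The libraries numbered 3 had *Procr* at 56.3 and 102 CPM and *Csf1r* at 5.99 and 15.9 CPM, above the other 4. *Wnt6* and *Krt19*, genes of surface epithelia, had log2 fold changes of 5.04 and 1.62 (adjusted p = 0.107 and 0.106 from edgeR).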
